# An epigenome atlas of neural progenitors within the embryonic mouse forebrain

**DOI:** 10.1038/s41467-022-31793-4

**Published:** 2022-07-20

**Authors:** Christopher T. Rhodes, Joyce J. Thompson, Apratim Mitra, Dhanya Asokumar, Dongjin R. Lee, Daniel J. Lee, Yajun Zhang, Eva Jason, Ryan K. Dale, Pedro P. Rocha, Timothy J. Petros

**Keywords:** Neuronal development, Epigenetics and plasticity, Developmental neurogenesis

## Abstract

A comprehensive characterization of epigenomic organization in the embryonic mouse forebrain will enhance our understanding of neurodevelopment and provide insight into mechanisms of neurological disease. Here we collected single-cell chromatin accessibility profiles from four distinct neurogenic regions of the embryonic mouse forebrain using single nuclei ATAC-Seq (snATAC-Seq). We identified thousands of differentially accessible peaks, many restricted to distinct progenitor cell types or brain regions. We integrated snATAC-Seq and single cell transcriptome data to characterize changes of chromatin accessibility at enhancers and promoters with associated transcript abundance. Multi-modal integration of histone modifications (CUT&Tag and CUT&RUN), promoter-enhancer interactions (Capture-C) and high-order chromatin structure (Hi-C) extended these initial observations. This dataset reveals a diverse chromatin landscape with region-specific regulatory mechanisms and genomic interactions in distinct neurogenic regions of the embryonic mouse brain and represents an extensive public resource of a ‘ground truth’ epigenomic landscape at this critical stage of neurogenesis.

## Abstract (web summary)

The authors took a multimodal approach to characterize the differential transcriptome and epigenetic landscape between distinct regions of the embryonic mouse forebrain, revealing many unexplored presumptive promoter-enhancer interactions.

## Introduction

Inhibitory GABAergic interneurons are a heterogeneous cell population that can be classified based on electrophysiological properties, morphologies, synaptic connectivity, neurochemical markers, and transcriptomes^1–3^. In the forebrain, GABAergic neurons are born from transient embryonic structures in the ventral telencephalon known as the medial, caudal, and lateral ganglionic eminences (MGE, CGE, and LGE, respectively), whereas glutamatergic projection neurons arise from the dorsal telencephalon. The MGE and CGE (and adjacent preoptic area) generate nearly all cortical and hippocampal interneurons, with each region generating almost entirely distinct, non-overlapping interneuron subtypes^4–6^.

The embryonic brain contains two primary classes of neural progenitors: multipotent self-renewing apical progenitors (APs, also known as radial glia cells) located in the ventricular zone (VZ) and basal progenitors (BPs) that undergo neurogenic divisions within the subventricular zone (SVZ)^7^. Both APs and BPs give rise to postmitotic immature neurons (Ns) within the GEs that migrate tangentially to populate the telencephalon. Recent evidence demonstrates that initial interneuron subtype fate is specified within the GEs as interneuron progenitors exit the cell cycle^8–11^. It is well established that changes in a cell’s epigenetic landscape alter cell fate decisions throughout normal development^12,13^ and can be associated with neurodevelopmental disorders^14–16^. In fact, many neurological and psychiatric disease-associated genes are expressed during embryonic development^17,18^ and are enriched specifically in APs and immature interneurons^19,20^. Furthermore, many neurological disorders have been linked directly to polymorphisms in enhancer regions^21,22^, and GWAS indicates that >90% of disease-associated single nucleotide polymorphisms (SNPs) are located outside of coding regions^23^. Thus, a thorough characterization of the epigenomic landscape during neurogenesis is necessary to understand normal development and potential disease etiologies.

Using a single nuclei assay for transposase accessible chromatin followed by sequencing (snATAC-Seq)^24^, we characterized the chromatin accessibility of cells during the transition from progenitors to lineage-restricted neurons within the GEs and dorsal telencephalon of the embryonic mouse brain. We identified differentially accessible peaks (DA peaks) enriched in specific brain regions and/or distinct progenitor cell types. Among chromatin accessibility profiles, individual loci smoothly transition from open to closed chromatin (or vice versa) during the initial stages of neurogenesis. We validated our snATAC-Seq and single-cell RNA sequencing (scRNA-Seq) observations with orthogonal epigenomic methods. Genome-wide histone modification profiles associated with promoters (H3K4me3), active enhancers (H3K27ac), and gene repression (H3K27me3) were highly concordant with our snATAC-Seq profiles showing spatially restricted enrichment patterns. Our single-cell derived gene-enhancer models largely agreed with direct observations of promoter–enhancer interactions by Capture-C and higher-order chromatin domains by Hi-C. These data are available as a UCSC Genome Browser track hub, providing an important new resource for the field to explore spatial differences in the chromatin landscape of distinct neuronal progenitors within the embryonic mouse forebrain.

## Results

### Identifying chromatin accessibility profiles in the embryonic mouse forebrain

To ascertain the chromatin accessibility landscape of differentiating neurons, we dissected the MGE, CGE, LGE, and cortex from wild-type mice at embryonic day 12.5 (E12.5) when cells in the GEs are undergoing neurogenesis^4^ and processed single nuclei on the 10X Genomics platform (Fig. 1a). Since cortical neurogenesis occurs later, we also harvested E14.5 dorsal cortex to compare both temporally (E12.5 GEs vs. E12.5 cortex) and neurogenically (E12.5 GEs vs. E14.5 cortex) matched dorsal and ventral forebrain. Sequencing libraries contained 39,253 single nuclei, with 10,310 from MGE, 8543 from CGE, 11,346 from LGE, and 9054 from the cortex. Libraries were aggregated, downsampled to equal numbers of median fragments per nuclei, and normalized by latent semantic analysis (LSA) before peak calling, construction of cell-by-peak count matrices, and integration of different samples (Supplementary Fig. 1a–h).

**Fig. 1:**
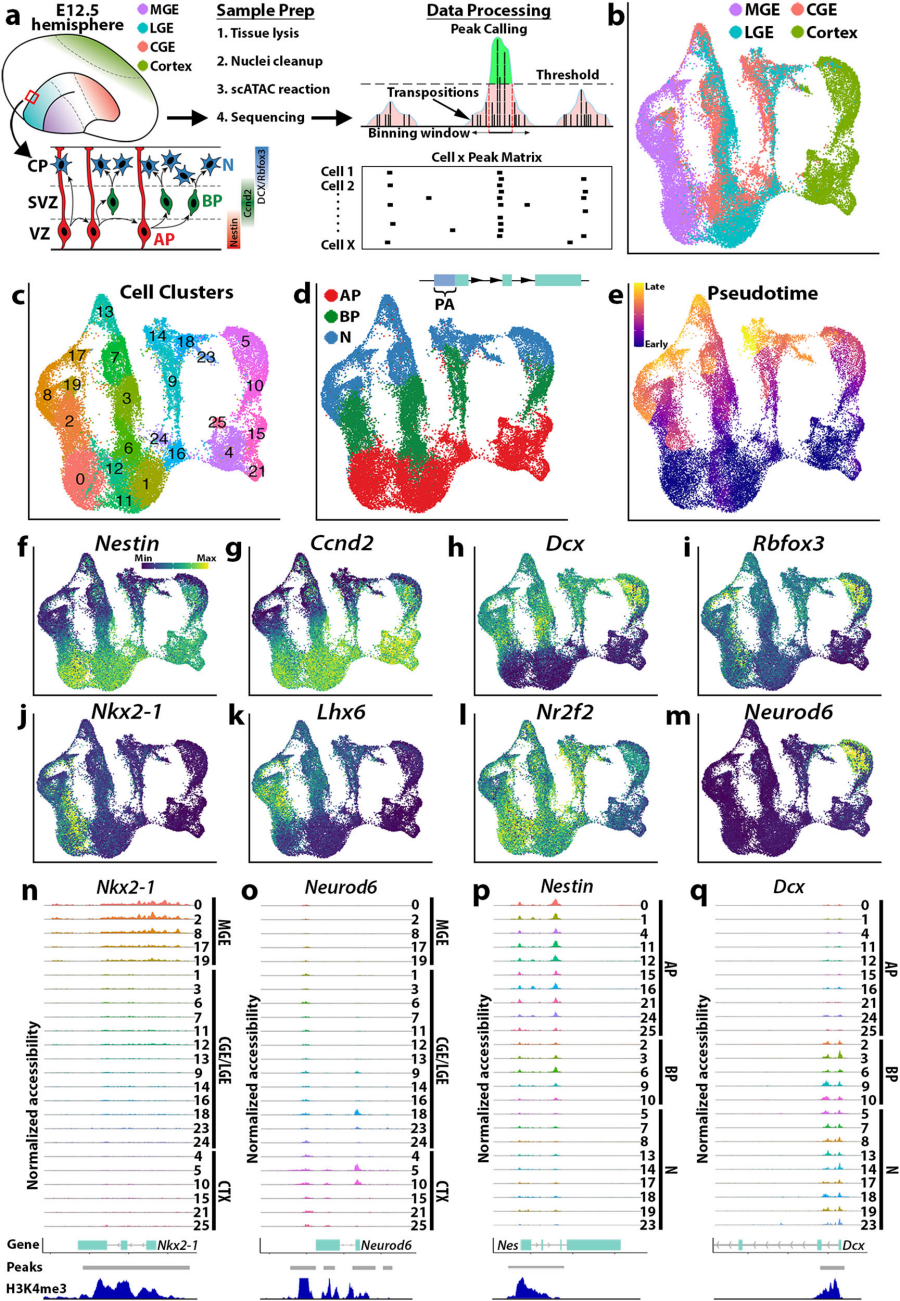
Chromatin accessibility in the mouse embryonic forebrain is cell type and state-specific. **a** Schematic of snATAC-Seq workflow and neurogenic cell types: apical progenitors (APs), basal progenitors (BPs), and posmitotic neurons (Ns). **b**–**e** UMAP visualization of single nuclei clustered by brain region (**b**), SLM (**c**), neurogenic cell type (**d**), and pseudotime (**e**). In **d**, promoter accessibility (PA) representing reads mapping within 2 kb upstream of TSSs. **f**–**m** PA scores for genes enriched in specific neurogenic cell types (**f**–**i**) or distinct brain regions (**j**–**m**). **n**–**q** Aggregated reads per SLM cluster. *Nkx2-1* (MGE), *Neurod6* (cortex), *Nes* (APs), and *Dcx* (BPs/Ns), arranged by either brain region (**n**, **o**) or neurogenic cell type (**p**, **q**). The y-axis range for chromatin accessibility tracks are normalized to the maximum reads per gene. Peaks: differentially accessible peak coordinates, H3K4me3: H3K4me3 signal from E12.5 forebrain ENCODE ChIP-Seq data.

Using uniform manifold approximation and projection (UMAP), nuclei were segregated largely by tissue region (Fig. 1b). The smart local moving (SLM) algorithm^25^ detected 27 clusters, of which three non-neuronal clusters were removed to retain 96.8% of nuclei in 24 clusters (Fig. 1c). Cell types were assigned by inspecting promoter accessibility (PA) (defined as the sum of reads mapping within −2000 bp of a TSS) of canonical cell type markers and were further refined by transferring cell type assignments from droplet-based scRNA-Seq data of E12.5 embryos (Fig. 1d and Supplementary Fig. 1i–n) to the snATAC-seq dataset. PA for markers of interneuron and excitatory glutamatergic pyramidal cell maturation segregated clusters into mitotic APs and BPs, and postmitotic Ns (Fig. 1d and Supplementary Fig. 1o–q). MGE and most CGE and LGE nuclei displayed accessible chromatin at GABAergic neuron markers, while virtually all cortical nuclei have accessible chromatin at markers of glutamatergic neurons (Supplementary Figs. 1o, 2). A group of LGE and CGE nuclei displayed accessibility profiles more similar to glutamatergic neuron markers and were labeled as a “mixed” neuron population (Supplementary Figs. 1o, 2). This was likely contamination from the pallial-subpallial boundary (PSB), a region that gives rise to cells located in the piriform cortex, claustrum, and amygdala^26,27^.

To quantify temporal differentiation programs, a minimum spanning tree was constructed in Monocle3^28,29^ (Fig. 1e). The progression along pseudotime largely recapitulated known maturation markers, from *Nes* + and *Ccnd2* + cycling progenitors to *Dcx* + and *Rbfox3* + postmitotic neurons (Fig. 1f–i). Additionally, region-restricted genes such as *Nkx2-1* and *Lhx6* in the MGE, and *Neurod6* in the cortex displayed open accessibility profiles restricted to these regions (Fig. 1j–m). We examined pseudobulk ATAC read pileups within each cluster for regionally restricted genes for the MGE (*Nkx2-1*) and cortex (*Neurod6*) (Fig. 1n, o) and for two pan-neuronal maturation markers for APs (*Nes*) and BPs/Ns (*Dcx*) (Fig. 1p, q). High signal strength for *Nkx2-1* and *Neurod6* reads were restricted to the MGE and cortex/mixed clusters, respectively. As expected, *Nes* reads were enriched in AP clusters with diminished signals in BP and N clusters, whereas *Dcx* displayed the inverse low-AP to high-N accessibility profile. Notably, strong accessibility was detected in the second intron of *Nes* which contains a known enhancer^30^ (Fig. 1p). These observations were in agreement with ENCODE H3K4me3 ChIP-Seq data from E12.5 mouse forebrain (Fig. 1n–q).

### Differentially accessible peak profiles during neurogenesis in the embryonic mouse forebrain

When comparing differentially accessible (DA) peaks among all possible peaks (intergenic peaks and those in promoters/gene bodies), we sought to detect cluster and cell type-specific markers, detecting a total of 30,046 DA peaks (FDR ≤ 0.05, average log(fold change) > 0) across all clusters (Fig. 2a, Supplementary Fig. 3a, and Supplementary Data 1). These DA peaks represent accessible genomic loci that are potentially unique to specific cell types. To characterize DA peak profiles across clusters, we asked whether the genomic coordinates bounding DA peaks of one cluster had reads in any other cluster. If there were reads in a DA peak from one cluster in another cluster, this peak was considered overlapping between the clusters. No minimum threshold for overlapping peak counts was used before calculating the percentage of overlapping DA peaks from one cluster compared to all peaks from the same cluster (Fig. 2a, “% Overlap”). We also counted the number of DA peaks from each cluster to assess if there were differences in the number of DA peaks per cluster (Fig. 2a, “Peak counts”).

**Fig. 2:**
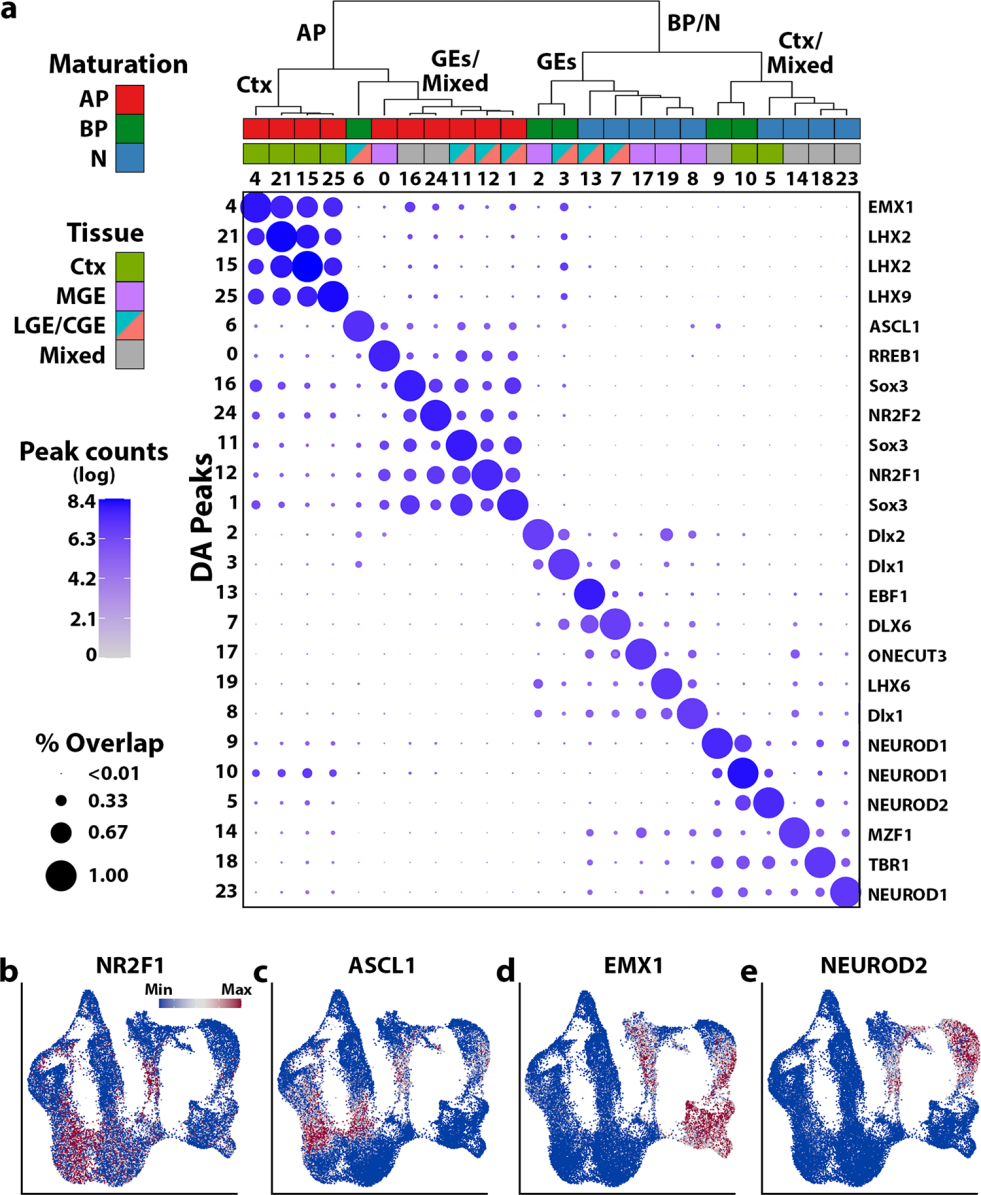
Differentially accessible peaks are cluster and lineage-specific in the mouse embryonic forebrain. **a** Embryonic snATAC-Seq dot plot of differentially accessible peaks (DA peaks) for each cluster. Dot diameter indicates the percent of DA peaks from one cluster (column cluster labels) which are detectable in any other cluster (row cluster labels). Color intensity represents the total DA peak count per cluster. Hierarchical clustering was performed using correlation distance and average linkage. Names of representative cluster-enriched transcription factor binding motifs in DA peaks are listed to the right of the dot plot. **b**–**e** UMAP plots of nuclei colored by ChromVAR global motif deviations (*Z*-scores) for NR2F1, ASCL1, EMX1, and NEUROD2.

Unsupervised hierarchical clustering (HC) of DA peak profiles created a dendrogram that segregated clusters initially by maturation state (AP, BP, and N) and secondarily by tissue origin. Since the overall profiles of LGE and CGE nuclei were very similar, these two regions were labeled ‘LGE/CGE’ for this analysis. The ‘mixed’ neuron population (Supplementary Fig. 1o) was also left as an individual group for this analysis. The dendrogram generated by HC is very similar to cluster relationships in LSA/UMAP space, which is encouraging since different features were used in each analysis (HC: DA peaks in cluster pairs, LSA: all peaks across libraries). As expected, dot plot positions containing both high DA peaks counts and high percent overlap were almost exclusively grouped along the diagonal, while positions with limited numbers of DA peaks or low between-cluster peak overlap populated the off-diagonals, indicating high specificity of DA peaks to specific clusters (Fig. 2a). The cell type- and brain region-specific DA peak profiles are consistent with previous models of chromatin reorganization during cellular differentiation^31,32^.

We also visualized binarized peak signals (i.e., “open” or “closed” regions) per cluster using a heatmap and again observed high peak signals primarily along the diagonal (Supplementary Fig. 3a). Intriguingly, the mean number of DA peaks decreased as maturation progressed, with a significant decrease in DA peaks in BP and N nuclei compared to APs in each tissue (Supplementary Fig. 3c–d). Despite this decrease, DA peak profiles became more distinct as maturation progressed, as indicated by the low between-cluster peak overlap along the dot plot off-diagonal (Fig. 2a and Supplementary Fig. 3a). The decrease in global accessibility over time is consistent with previous observations during cellular differentiation^33^. We observed a greater number of DA peaks in all maturation stages in the cortex compared to GEs (Supplementary Fig. 3e–f).

Regions of accessible chromatin are enriched for transcription factor (TF) binding motifs that often play essential roles in driving cell specification. To characterize region-enriched TF motifs, we performed motif analysis on DNA sequences within DA peaks using the JASPAR CORE^34^ vertebrates collection. Motif analysis detected TF motifs that have lineage- and tissue-specific roles during interneuron neurogenesis (Fig. 2a, Supplementary Fig. 3b, and Supplementary Data 2). Further, among motifs enriched in specific clusters that also had a corresponding differentially accessible promoter, the top five matches contain one or more TF motifs with known spatial or temporal expression profiles correlating with the cell cluster (Fig. 2b and Supplementary Data 3). For example, UMAP visualization of motif enrichment by chromVAR^35^ for NR2F1 (MGE and CGE-specific)^36^, ASCL1 (GABAergic BP-enriched), EMX1 (cortical progenitor AP/BP-specific), and NEUROD2 (cortical postmitotic N-specific) motifs demonstrated the expected neuronal lineage progression and/or region-restricted patterns (Fig. 2b–e). We further quantified genome-wide DA peak distributions within annotated gene regions and found the majority of DA peaks were constrained to the promoter and intronic regions of gene bodies, and distal intergenic loci (Supplementary Fig. 3g). These findings indicate that DA peaks are specific to brain region and cell-state, and importantly, that DA peaks contain lineage-specific TF motifs that may regulate cell fate decisions differentiation.

### Candidate cis-regulatory elements are dynamic and cell state-dependent in the embryonic mouse forebrain

The global decrease of DA peak numbers from cycling neural progenitors to postmitotic immature neurons prompted us to examine changes to DA peaks during maturation and lineage commitment. For this and all future analyses, we removed the ‘mixed’ population to characterize only LGE and CGE-derived GABAergic cells. The Monocle3 extension Cicero^37^ detects interactions or “connections” between any two genomic loci and then assigns a co-accessibility score between the two sites, thereby calculating the proportion of nuclei containing a given co-accessibility interaction within a population. We quantified such interactions within all nuclei and detected 92,414 connections that had a co-accessibility score equal to or greater than 0.25, meaning a given locus-locus interaction is detectable in >25% of all nuclei in the defined population (henceforth “Cicero connections”).

To explore co-accessibility changes during neurogenesis, we used a heatmap to visualize Cicero connections in which at least one of the two interacting loci was a DA peak, representing potential interactions between DA peaks and putative cis-regulatory elements (cREs). Nuclei were divided into 10 bins of equal pseudotime intervals along the Y-axis, with individual DA peaks grouped via hierarchical clustering along the X-axis. The heatmap color represents the proportion of nuclei with a given DA peak (interacting via a Cicero connection) with a co-accessibility score >0.25 (Fig. 3a). Nearly half of these Cicero connections were enriched in AP nuclei, which is consistent with an overall decrease in accessibility as development progresses (Supplementary Fig. 3c–d). As chromatin regions with dynamic accessibility are associated with gene regulation during neural stem cell activation^32^, we hypothesized that Cicero connections enriched in immature neurons encode lineage-specific cREs that may play a role in neuronal lineage commitment.

**Fig. 3:**
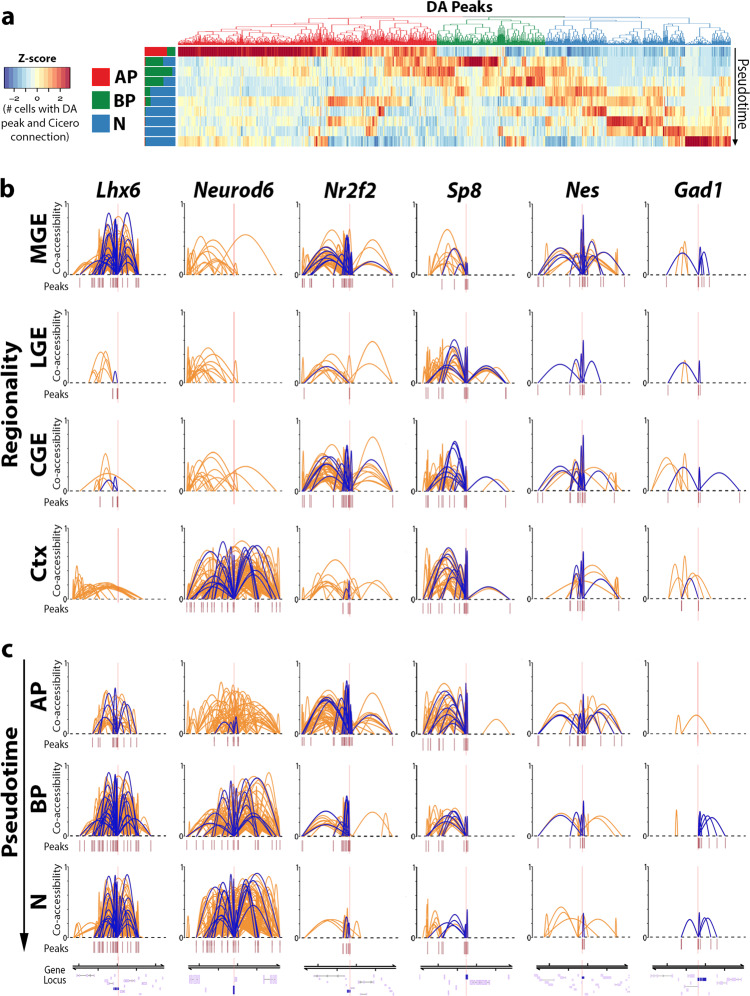
Detection of cis-regulatory elements within the developing mouse forebrain. **a** Heatmap depicting DA peaks binned along pseudotime from embryonic snATAC-Seq nuclei. DA peaks were filtered to retain only peaks that had at least one Cicero peak-peak connection. Stacked bar plots to the left of the heatmap depict the proportion of AP, BP, and N nuclei per bin. **b**, **c** Cicero connections within 0.5 Mb window centered around TSS of *Lhx6* (postmitotic MGE marker), *Neurod6* (postmitotic cortex marker), *Nr2f2* (CGE progenitors), *Sp8* (LGE progenitors), *Nes* (pan-AP), and *Gad1* (postmitotic pan-GEs) broken down based on tissue (**b**) or neurogenic cell type (**c**). Cicero connections overlapping the TSS of selected genes are shown as purple arcs, all Cicero connections in the genomic regions are shown as orange arcs. Y-axis unit is the co-accessibility score. Only connections with co-accessibility scores greater than 0.25 are depicted. Peaks: snATAC peaks were used by Cicero to quantify peak-peak connections. Gene models are visualized at the bottom of each column with genes of interest highlighted.

To identify candidate cREs at specific genes, we examined Cicero connections within 0.5 Mb windows of gene TSSs after filtering for co-accessibility scores >0.25. We identified Cicero connections in which only one of the two interacting loci overlapped a TSS, representing potential interactions between a TSS and putative cREs (henceforth “TSS-cRE connections”). All Cicero connections within this 0.5 Mb window are visualized as orange arcs whereas TSS-cRE connections for a selected gene are highlighted in purple (Fig. 3b, c). To characterize Cicero connections that were spatially restricted, we downsampled tissues to equal nuclei numbers and detected 91,904, 76,858, 89,366, and 148,942 Cicero connections with co-accessibility scores >0.25 in MGE, LGE, CGE, and cortex, respectively. *Lhx6* and *Neurod6* Cicero connections are restricted to the MGE and cortex, respectively, and TSS-cRE connections for *Lhx6* and *Neurod6* are virtually exclusive to these regions (Fig. 3b). *Nr2f2* (*CoupTF-II*) is a marker for APs in the VZ of the CGE and caudal MGE^38^ whereas *Sp8* is a marker for LGE progenitors that is excluded from the MGE^39^; both genes displayed highest co-accessibility scores and TSS-cRE connections counts in the expected regions (Fig. 3b). Overall, tissue-specific TSS-cRE connectivity patterns were similar to regionally restricted gene expression patterns that are critical to neuronal development.

To characterize Cicero connections that varied between neurogenic cell types, we downsampled to equal nuclei numbers and detected 89,312, 88,980, and 110,362 Cicero connections with co-accessibility scores >0.25 in AP, BP, and N nuclei, respectively. Among these Cicero connections, postmitotic genes *Lhx6* and *Neurod6* had their highest co-accessibility scores and TSS-cRE connections in BP and N nuclei (Fig. 3c). Progenitor-enriched genes *Nr2f2* and *Sp8* had their highest co-accessibility scores and TSS-cRE connections in APs, with decreased connections and co-accessibility scores in Ns. The pan-AP marker nestin (*Nes*) had its highest co-accessibility scores and TSS-cRE connections in APs throughout all regions compared to BPs and Ns. Conversely, the postmitotic GABAergic marker *Gad1* had its highest co-accessibility scores and connection counts in BPs and Ns. As with the regional specificity of TSS-cRE connections, the temporal connection patterns largely recapitulate known gene expression patterns as neurons mature. In sum, cREs likely interact with DA peaks and TSSs to regulate genes in regionally and temporally restricted patterns, and the co-accessibility patterns of TSS-cREs connections closely resemble known spatial and temporal expression patterns in the embryonic forebrain.

### Integrative analysis of chromatin accessibility and gene expression profiles in the embryonic mouse forebrain

To enhance our understanding of the relationship between chromatin accessibility and gene expression during neurogenesis, we combined chromatin accessibility profiles from snATAC-Seq data with age and region-matched scRNA-Seq data. Integrating ATAC and RNA data involves quantifying ATAC reads in or near gene bodies by a Gene Activity Score (GAS) as a proxy for transcript abundance. After testing multiple GAS metrics for snATAC-Seq/scRNA-Seq integration, we defined GAS as the sum of all ATAC reads mapping to the promoter, first exon, and presumptive enhancers of a given gene because this GAS metric produced the highest concordance between ATAC and RNA assays (Supplementary Fig. 4). Following integration, the clustering of snATAC-Seq and scRNA-Seq cells were highly concordant, with the MGE and cortex integrated cells formed distinct clusters whereas the LGE and CGE cells were largely overlapping (Fig. 4a, b). The Louvain algorithm detected 26 clusters (Fig. 4c) and Monocle3 assigned pseudotime (Fig. 4d) which largely recapitulated temporal and spatially restricted expression patterns expected in embryonic forebrain neurogenic regions (Fig. 4e–j and Supplementary Fig. 5).

**Fig. 4:**
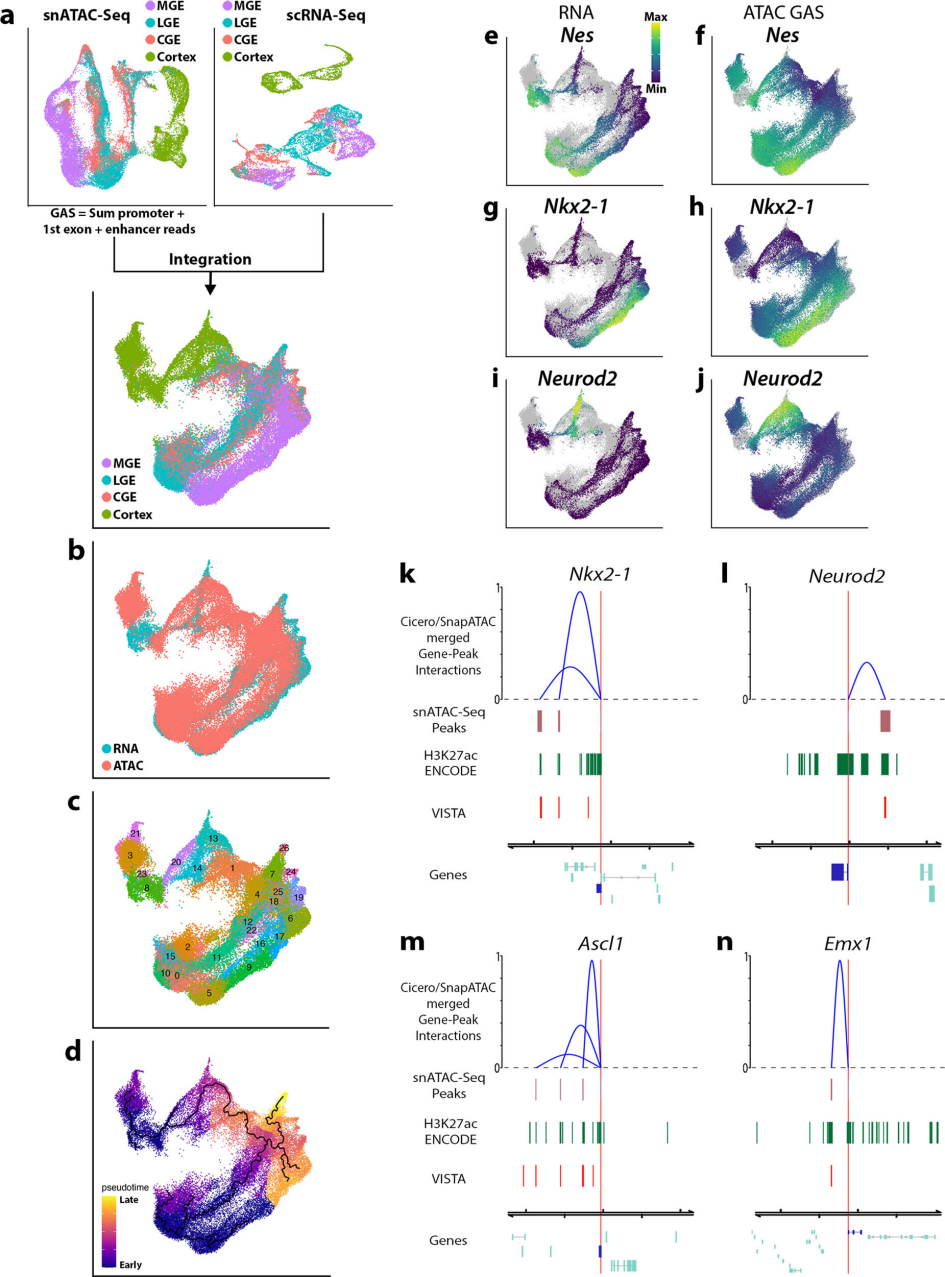
Integrative analysis of snATAC-Seq and scRNA-Seq from embryonic mouse forebrain. **a** Workflow depicting integration of embryonic snATAC-Seq (top left) and scRNA-Seq (top right) data. Bottom, UMAP plot showing integrated snATAC-Seq nuclei and scRNA-Seq cells colored by tissue. **b**–**d** UMAP visualization of integrated snATAC-Seq/scRNA-Seq data colored by assay (**b**), Louvain cluster (**c**), and pseudotime (**d**). **e**–**j** UMAP visualization of integrated scRNA-Seq cells and snATAC-sec nuclei colored by transcript counts or GAS for *Nes* (**e**, **f**), *Nkx2-1* (**g**, **h**), and *Neurod2* (**i**, **j**). Gray dots in the background represent cells/nuclei from other assays. **k**–**m** Genome browser tracks displaying enhancer predictions regulating *Nkx2-1* (**k**), *Neurod2* (**l**), *Ascl1* (**m**), and *Emx1* (**n**). Gene-Peak interactions are visualized in blue arcs, arc heights indicate the relative interaction scores between gene TSS (red line) and peaks. snATAC-Seq Peaks: displays co-accessible coordinates, H3K27ac ENCODE: Forebrain E12.5 H3K27ac peaks from ENCODE project, VISTA: enhancers from the VISTA Genome Browser project.

Prior to integration, we refined our cRE predictions to detect presumptive enhancers by combining our Cicero TSS-cRE analysis with TSS-cRE predictions from the SnapATAC algorithm^40^ (Supplementary Data 4). SnapATAC predictions link distal regulatory elements to target genes based on the transcript count of a gene and chromatin accessibility at peaks flanking the gene using gene expression as an input variable to predict the binarized chromatin state at peaks. Our rationale for using multiple algorithms was that TSS-cREs connections common to both methods likely improve cRE predictions. After combining TSS-cRE connections from both methods, we retained common cREs to generate a list of all detectable presumptive enhancers (Supplementary Fig. 6). We took the intersection of these loci and ENCODE H3K27ac ChIP-Seq peaks^41^ from E12.5 and E14.5 forebrain, resulting in a set of ‘high-confidence’ enhancer candidates (henceforth “presumptive enhancers”) (Supplementary Data 5). We detected previously validated VISTA enhancers^42^ interacting with genes in the MGE (hs704 and hs1538 regulating *Nkx2-1*), cortex (hs627 regulating *Neurod2*), GABAergic progenitors (hs967, hs998, hs1114, hs1354, and hs1540 regulating *Ascl1*) and glutamatergic progenitors (hs1025 regulating *Emx1*) (Fig. 4k–n and Supplementary Data 6).

To characterize the temporal expression and chromatin accessibility profiles during neurogenesis, we utilized a hierarchical clustering-based approach from the DEGReport package^43^ to group RNA, GAS, and enhancer counts from our integrated scRNA-Seq/snATAC-Seq data (Fig. 5a–r). As not all genes had detectable snATAC-based GAS and/or enhancer counts, we selected ~300 of the most differentially expressed genes (DEGs) (from scRNA) among APs, BPs, and Ns that had corresponding GAS and enhancer counts. DEGReports hierarchical clustering uncovered five groups containing at least six genes (Supplementary Fig. 7a, b), of which over 85% of the genes fell into two categories: one cluster is consistent with high expression and accessibility profiles within progenitors (APs and BPs) that are downregulated in postmitotic neurons (156 DEGs, Fig. 5a), and another cluster with the complimentary profile (90 DEGs, Fig. 5b). Genes within these clusters displayed similar patterns of expression and chromatin accessibility over pseudotime. Visualization of representative early-expressed genes *Hes1* (Fig. 5c–f) and *Lmo1* (Fig. 5g–j) and later-expressed genes *Myt1l* (Fig. 5k–n) and *Lhx6* (Fig. 5o–r) demonstrate consistent trends for transcript, GAS, and enhancer counts over pseudotime. We quantified the number of high-confidence enhancers associated with upregulated DEGs as maturation progressed and identified 200 enhancers associated with DEGs that had a positive fold change from APs-to-BPs, 175 enhancers for BPs-to-Ns, and 269 enhancers from APs-to-Ns (Supplementary Fig. 7c). Likewise, we found 188 enhancers associated with DEGs that had a negative fold change from APs-to-BPs, 179 enhancers for BPs-to-Ns, and 320 enhancers from APs-to-Ns (Supplementary Fig. 7c). There is a gradual decrease in the ratio of the number of enhancers being activated versus the number being decommissioned as maturation progressed (Supplementary Fig. 7d), suggesting that a greater number of genes and associated enhancers are repressed as progenitors exit the cell cycle. Taken together, DEGs and associated enhancers exhibit reorganization during the transition from progenitors to lineage-committed postmitotic immature neurons.

**Fig. 5:**
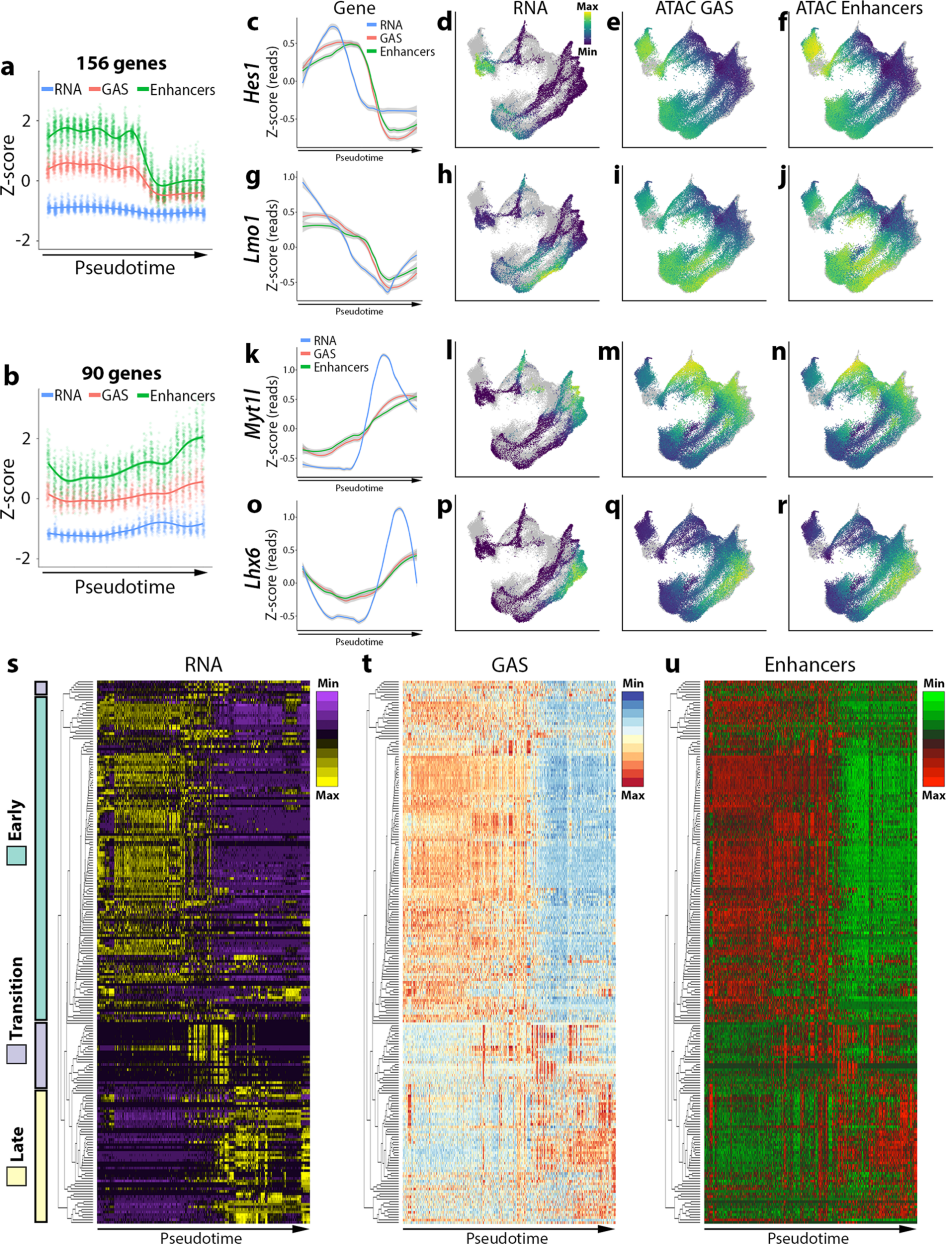
Transcription, gene accessibility, and active enhancer utilization are highly correlated and dynamic during neuron lineage commitment in the mouse forebrain. **a**, **b** Line charts of “early expressed” (**a**) and “late expressed” (**b**) DEG clusters detected by degPatterns using embryonic integrated snATAC-Seq/scRNA-Seq data. Y-axis is *Z*-score for RNA, GAS, or enhancers counts per gene. The X-axis is binned pseudotime periods. RNA, GAS, or enhancers for individual genes in these clusters are plotted (156 “early” and 90 “late” genes). **c**–**r** Line chart and UMAP visualizations of RNA, GAS, and enhancer read counts for representative “early” genes *Hes1* and *Lmo1* (**c**-**j**) and “late” genes *Myt1l* and *Lhx6* (**k**–**r**). For line charts, Y-axis is *Z*-score for RNA, GAS, or enhancers counts per gene. The X-axis is binned pseudotime periods. Gray dots in the background of UMAP plots represent cells/nuclei from other assays. In panels **c**, **g**, **k**, **o**, the shaded gray region represents a 95% confidence interval. **s**–**u** Heatmaps of RNA (**s**), GAS (**t**), and enhancers (**u**) counts for 210 variable genes. Heatmap columns were ordered by hierarchical clustering of 210 variable genes with correlation distance and average linkage. Rows were ordered by pseudotime (assigned by Moncole3). Color bars in **s** indicate genes grouped together based on “early”, “transition” and “late” profiles (as assigned by degPatterns and manually refined).

We characterized the differentiation processes by visualizing matched heatmaps for RNA, GAS, and presumptive enhancer counts of highly variable genes (Fig. 5s–u). We selected transcript counts and corresponding GAS and enhancer counts for the top 500 most variable genes from the E12.5 integrated dataset, of which 210 had corresponding GAS and enhancer counts (Supplementary Fig. S7e–g). RNA, GAS, and enhancer count matrices for these genes were co-clustered using hierarchical clustering with a correlation distance metric and average linkage and visualized in matched heatmaps (Fig. 5s–u). Partitioning early, transitional and late expressing gene profiles with respect to pseudotime largely followed a continuous progression as cells matured from APs through Ns. Overall, there was a high similarity between (1) early and late gene expression patterns detected by degPatterns (Fig. 5a, b and Supplementary Fig. 7a, b) and (2) early and late expressing genes visualized in heatmaps (Fig. 5s–u), indicating distinct, dynamic expression and chromatin accessibility in APs, BPs, and Ns. By integrating multiple single-cell modalities, we characterized the chromatin accessibility and gene expression profile of distinct forebrain regions during neurogenesis.

### Histone modifications and higher-order chromatin organization reveal region-specific chromatin states in the embryonic mouse forebrain

Predicting enhancers from snATAC data has enormous potential for mapping regulatory elements in heterogeneous cell populations. To validate some of these predictions, we carried out two additional sets of experiments. 

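H3K4me3, a histone modification found at active and poised promoters, was profiled by CUT&Tag in tissue dissected from the MGE, LGE, CGE and cortex (CTX) of mouse embryos. In CUT&Tag, an antibody against the modification brings a transposase to the chromatin that carries it, and the DNA fragments released there are sequenced. The age used here is the paper's, embryonic day 12.5; the protocol in the sample labels also names E14.5 without saying which tissue it refers to. Each region had 2 biological replicates. The sequencing depths the paper states for replicates 1 and 2 are 5518769 and 14720921 for MGE, 14760336 and 17211681 for LGE, and 50541513 and 25035394 for CGE. For CTX the stated depth of replicate 2 is 30114008, and the figure printed for replicate 1 cannot be read as a single number and was left out. The paper's text does not say whether these depths count reads or read pairs, or whether they precede filtering. The authors aligned the reads to GRCm38/mm10, removed blacklisted regions and PCR duplicates, and merged the replicates before calling peaks, and the processed data used here are 1 list of broad peaks for each region. Reads and lists of single replicates were not analysed here, so differences between regions were not compared with the spread between replicates. Each peak carries the fold enrichment and the −log10 p and −log10 q that the peak caller gave it, which are the authors' own values and were used to describe, rank or filter peaks within a list, apart from 1 planned check that compares folds between lists. The lists held 25339 peaks in MGE, 17284 in LGE, 17752 in CGE and 21442 in CTX. They covered 17.1 Mb in MGE, 21.6 Mb in LGE, 23.5 Mb in CGE and 16.7 Mb in CTX. Among the alternatives tried for the number of peaks, that of MGE moved most when peaks shorter than 243 bp were removed from every list, a filter chosen after seeing the data, which left 18333. Genes and transcription start sites (TSSs) were taken from the GENCODE M21 annotation of the same genome build, and every annotated TSS of a gene was used.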

First, we performed CUT&RUN^44^ and CUT&Tag^45^ on E12.5 MGE, LGE, CGE, and cortex to detect histone modifications associated with active/poised promoters (H3K4me3), active enhancers (H3K27ac), and repressed genes (H3K27me3)^46–48^. 

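Covered bases are the number of bases under H3K4me3 peaks within 5 kb of any annotated TSS. They were computed for 13 genes that the paper assigns to 1 or more regions. Mbip, whose expression the paper describes as limited to the MGE, was not among the 13. Its most covered region was LGE, with 1061 bases against 734 in MGE. For Nr2f2 only CGE was taken as stated, although the paper also names the caudal MGE. All 13 had at least 1 peak in a region stated for them. Among these 13 genes, Nkx2-1 was the only gene with no peak in a region not stated for it, with 3262 covered bases in MGE, 2934 in LGE, 3804 in CGE and none in CTX. Weak calls counted as peaks here. The only MGE peaks of Emx1, Neurod2 and Neurog2 had a −log10 q of 1.72, 1.90 and 1.29. A minimum of 2 would remove them, and Nkx2-1 would then not be the only one. For 7 of the 13 genes the most covered region was one of those stated. Shuffling the stated regions among the genes gave 4.92 genes on average, and the observed number was not significantly higher (one-sided permutation test with 100000 shuffles, p = 0.0835). The most covered region was CGE for 9 of the 13 genes, LGE for 2, and MGE and CTX for 1 each. Dlx2 had 2227 covered bases in MGE, 2734 in LGE, 2758 in CGE and 1128 in CTX. Emx1 had 2969 covered bases in CTX, 3453 in CGE, 3337 in LGE and 495 in MGE. Neurog2 had 2169 covered bases in CTX, 2143 in CGE, 2123 in LGE and 340 in MGE. The result depended on the measure: with the highest fold of a peak in place of covered bases, 5 genes had their highest value in a stated region against 5.23 on average after shuffling (permutation test, p = 0.659), while a window of 2 kb gave 8 genes (permutation test, p = 0.0168). The number of genes moved most with covered bases taken as a percentile within each list, chosen after the LGE and CGE peaks were seen to be wider, which gave 10 genes (permutation test, p = 0.00593). Genes are not replicates, and these tests describe the 4 lists. mRNA, accessibility and H3K27me3 were not analysed here.

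**Figure D1:**
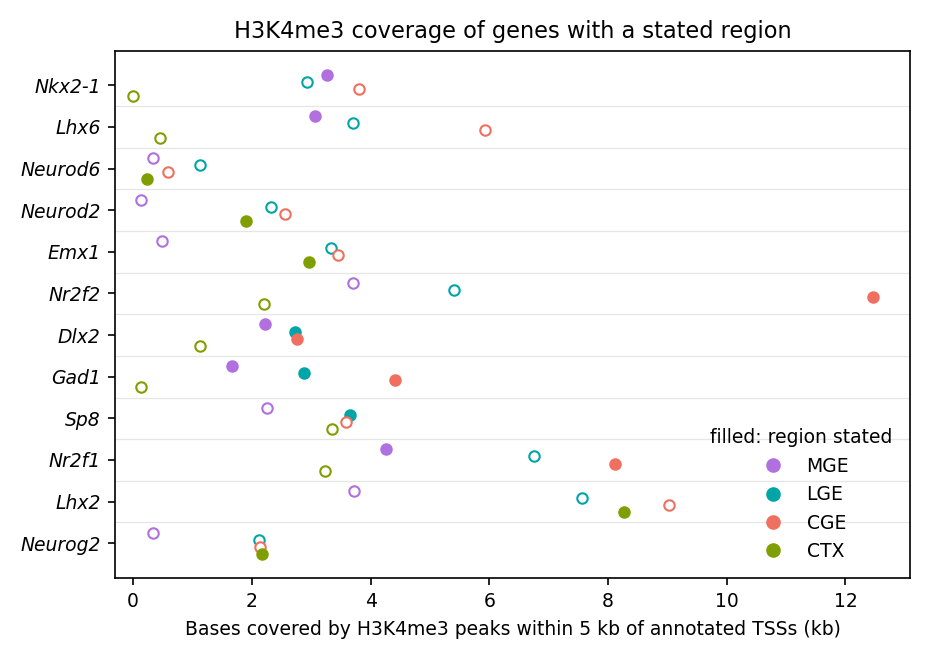
Covered bases (kb) within 5 kb of annotated TSSs for 12 of the 13 genes, with 1 point for each region. Filled points are the regions stated for a gene and open points the others. The point for Nr2f2 in CGE, at 12460 bases, lies furthest to the right.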

Most genes with spatially restricted mRNA and promoter accessibility profiles contained corresponding H3K4me3 peaks whereas spatially repressed genes were enriched with H3K27me3 (Fig. 6a). More globally, we observed that ~70% of ATAC peaks at promoters overlapped with H3K4me3 marks in all brain regions (Fig. 6b).

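In the H3K4me3 lists, a peak at a promoter was one sharing at least 1 bp with the 2 kb upstream of a TSS, the distance the paper uses for promoter accessibility. Of the 55450 annotated genes, 16399 in MGE (29.6%, Wilson 95% interval 29.2 to 30.0%), 16556 in LGE (29.9%, 29.5 to 30.2%), 16791 in CGE (30.3%, 29.9 to 30.7%) and 16143 in CTX (29.1%, 28.7 to 29.5%) had a promoter peak. These intervals cover counting error only. The share of peaks that lay at a promoter differed more between the lists. It was 56.8% in MGE (interval 56.2 to 57.4%) and 64.9% in CTX (64.3 to 65.6%), against 78.8% in LGE (78.2 to 79.4%) and 78.2% in CGE (77.6 to 78.8%). Limiting the genes to the 21951 that encode proteins moved the share of genes most, to 59.5% in MGE, 60.3% in LGE, 60.9% in CGE and 58.9% in CTX. The ATAC peaks were not analysed here, so the overlap in Fig. 6b was not computed. The paper sets H3K4me3 beside its single-nucleus accessibility data as a check of predictions made from them, and states that most accessible promoters carried the mark in each region.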

**Fig. 6:**
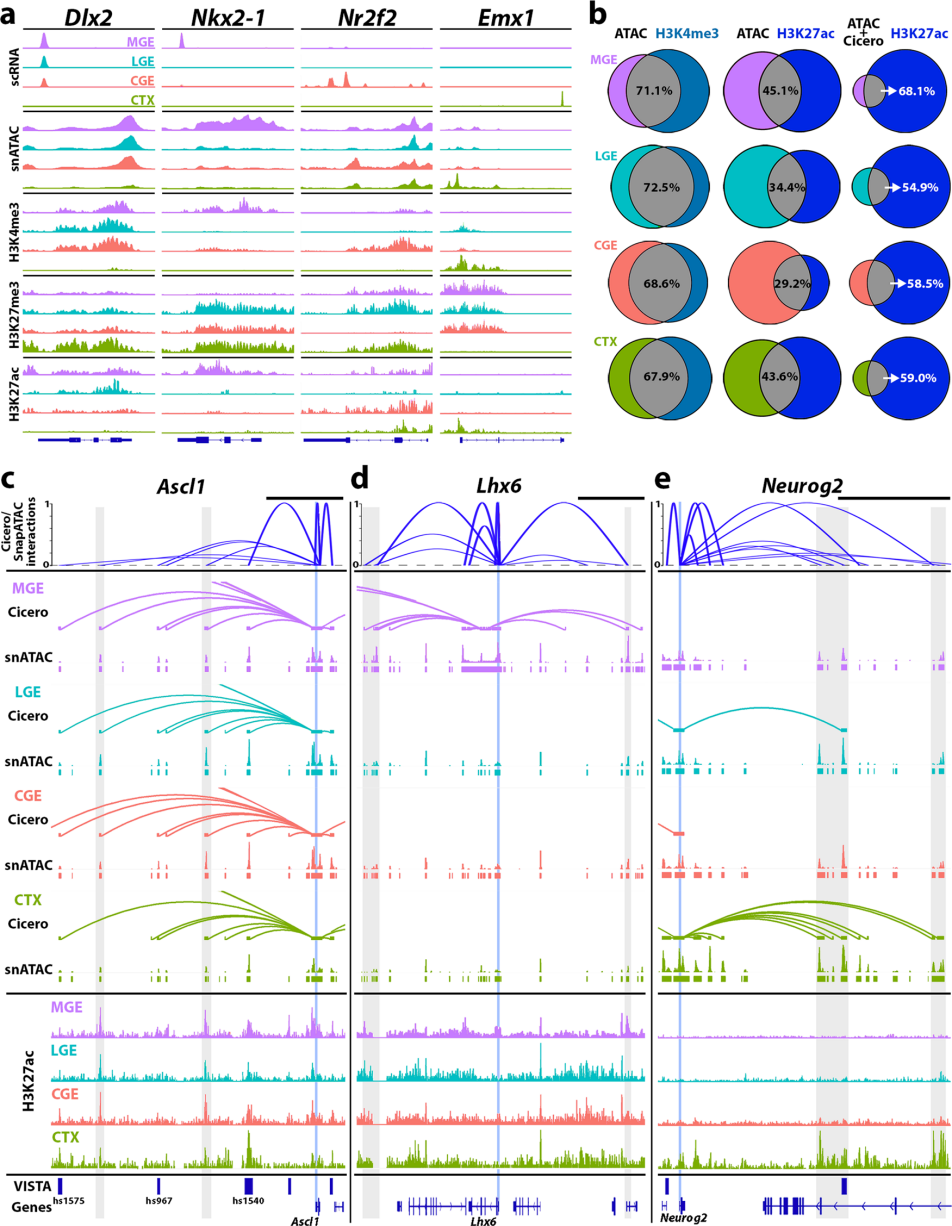
Histone modifications within mouse embryonic neural progenitors. **a** Tracks of scRNA-Seq, snATAC-Seq, and histone modifications correlated with active promoters (H3K4me3), repressed genes (H3K27me3), and active enhancers (H3K27ac) in MGE, LGE, CGE, and cortex (CTX); pan-GE *Dlx2*, MGE-restricted *Nkx2-1*, CGE-enriched *Nr2f2*, and cortex-restricted *Emx1*. **b** Venn diagrams comparing ATAC peaks at promoter regions vs. H3K4me3 peaks at promoters (left); ATAC peaks outside promoters vs. H3K27ac peaks outside promoters (middle); and ATAC peaks with Cicero connections to a gene promoter vs. H3K27ac peaks outside promoters. Percentages represent % of ATAC peaks overlapping with histone marks per brain region. Circle size represents the relative number of peaks in each group. **c**–**e** Top, Integration of gene-enhancer predictions using Cicero/SnapATAC interactions as in Supplementary Fig. 6. Arc height of Cicero/SnapATAC interactions track indicates relative interaction scores between gene TSS and predicted cis-regulatory elements. Middle, tissue-specific Cicero connections with snATAC peaks. Cicero connections were filtered to retain scores >0.25, and connections where one anchor intersects a gene TSS while the second anchor does not intersect promoter regions of any genes. Bottom, H3K27ac tracks with VISTA hits for *Ascl1* (**c**), *Lhx6* (**d**), and *Neurog2* (**e**). Vertical light blue line denotes TSS for each gene, gray-shaded rectangles indicate loci of interest related to TSS. VISTA hits near genes are depicted with dark blue bars. Black scale bars above Cicero/SnapATAC tracks = 50 kb.

To further identify candidate enhancers, we combined our Cicero analysis with H3K27ac enrichment. There was less overlap between ATAC peaks and H3K27ac marks (29.2–45.1%), as expected due to the weaker correlation between accessibility and H3K27ac marks throughout the genome. However, if we restricted analysis to ATAC peaks with a Cicero connection to a promoter (indicative of possible enhancers), then the percent overlap of ATAC peaks with H3K27ac marks increased considerably (54.9–68.1%) (Fig. 6b).

We observed region-specific colocalization between ATAC peaks, Cicero connections, and H3K27ac marks at many genes, some of which represent candidate enhancers. For example, there are VISTA enhancers downstream of the GE-enriched *Ascl1*, with one site (hs1540) showing co-accessibility in nearly all nuclei (Fig. 6c). However, none of these VISTA reporters displayed the expected GE-restricted *Ascl1* expression pattern (https://enhancer.lbl.gov) nor contained GE-enriched H3K27ac marks (Fig. 6c). Instead, we identified two other regions with Cicero interactions with GE-enriched H3K27ac marks compared to the cortex (Fig. 6c, gray bars). We identified similar loci near *Lhx6* and *Neurog2* with enriched H3K27ac marks specifically in the MGE and cortex, respectively, representing potentially unexplored cREs (Fig. 6d, e).

We performed Hi-C to characterize chromatin structure genome-wide (Fig. 7a) and Capture-C to directly quantify promoter interactions at ~50 genes with tissue-specific expression patterns (Fig. 7b and Supplementary Data 7). At the *Nkx2-1* locus, Hi-C data revealed the formation of an MGE-specific chromatin domain compared to other brain regions (Fig. 7a). Capture-C confirmed these distinct interactions, with the *Nkx2-1* promoter interacting directly with a region near the *Mbip* gene specifically in the MGE (Fig. 7b). Notably, *Mbip* expression is also restricted to the MGE during development^49^. Conversely, interactions between the *Nkx2-1* promoter and the *Nkx2-9* and *Pax9* loci (genes not expressed in the embryonic forebrain) were specifically detected in the LGE, CGE, and cortex (Fig. 7b). 

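At the Nkx2-1 locus on chromosome 12 of GRCm38, Mbip lies from 56328303 to 56345894, Nkx2-1 from 56531958 to 56536908, Nkx2-9 from 56611389 to 56613284 and Pax9 from 56691767 to 56712822; all but Pax9 are on the minus strand. H3K4me3 peaks were counted where they touched the 2 kb upstream of an annotated TSS. The Mbip promoter had 1 peak in every region, 734 bp wide in MGE, 1061 bp in LGE, 963 bp in CGE and 729 bp in CTX. At the Nkx2-9 promoter, LGE had a 312-bp peak and CGE a 2486-bp peak that runs into the gene, while MGE and CTX had none. At 5 kb either side of the TSS, a window chosen after seeing the data, MGE also had a 675-bp peak at Nkx2-9 and CTX still had none. At the Pax9 promoter there was a 165-bp peak in MGE and a 395-bp peak in CGE, with none in LGE or CTX. The Nkx2-1 promoter had 2 peaks in MGE, 1 in LGE, 1 in CGE and none in CTX. Counted only upstream of the 5′ end of the gene, another reading chosen after seeing the data, the Nkx2-1 promoter was marked in MGE alone and the Pax9 promoter in no region. The CGE peak at Nkx2-1 ended at 56536827, just inside the 5′ end at 56536908. The widest MGE peak there ended at 56536923, just past it, and a 121-bp MGE peak lay further upstream. The difference under this reading therefore rests on a narrow peak edge and a short peak. Limiting every list to 17284 peaks removed the 2 MGE peaks at Nkx2-1. A promoter without a peak in a list is not evidence that the mark was absent, since its enrichment could be under the authors' threshold, and gaps in the peak numbers show that some called peaks were left out of each list. H3K27ac, H3K27me3 and accessibility were not analysed here.

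**Figure D2:**
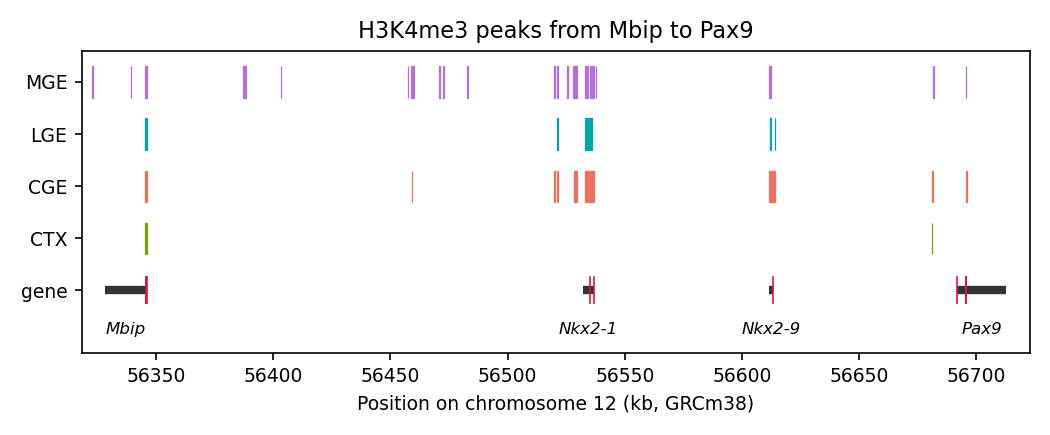
H3K4me3 peaks in the 4 regions from Mbip to Pax9 along chromosome 12 (position in kb, GRCm38). Coloured bars are peaks, dark bars are genes and red ticks are annotated TSSs. The Mbip promoter is marked in every region, and CTX has no peak at Nkx2-1 or Nkx2-9.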

While the exact nature of these interactions is unclear (promoter–enhancer, promoter–promoter, etc.), the formation of region-specific chromatin domains is not observable from the other assays, as the snATAC and histone modifications at the *Mbip*, *Nkx2-9*, and *Pax9* locus are quite similar between the different brain regions (Fig. 7c).

**Fig. 7:**
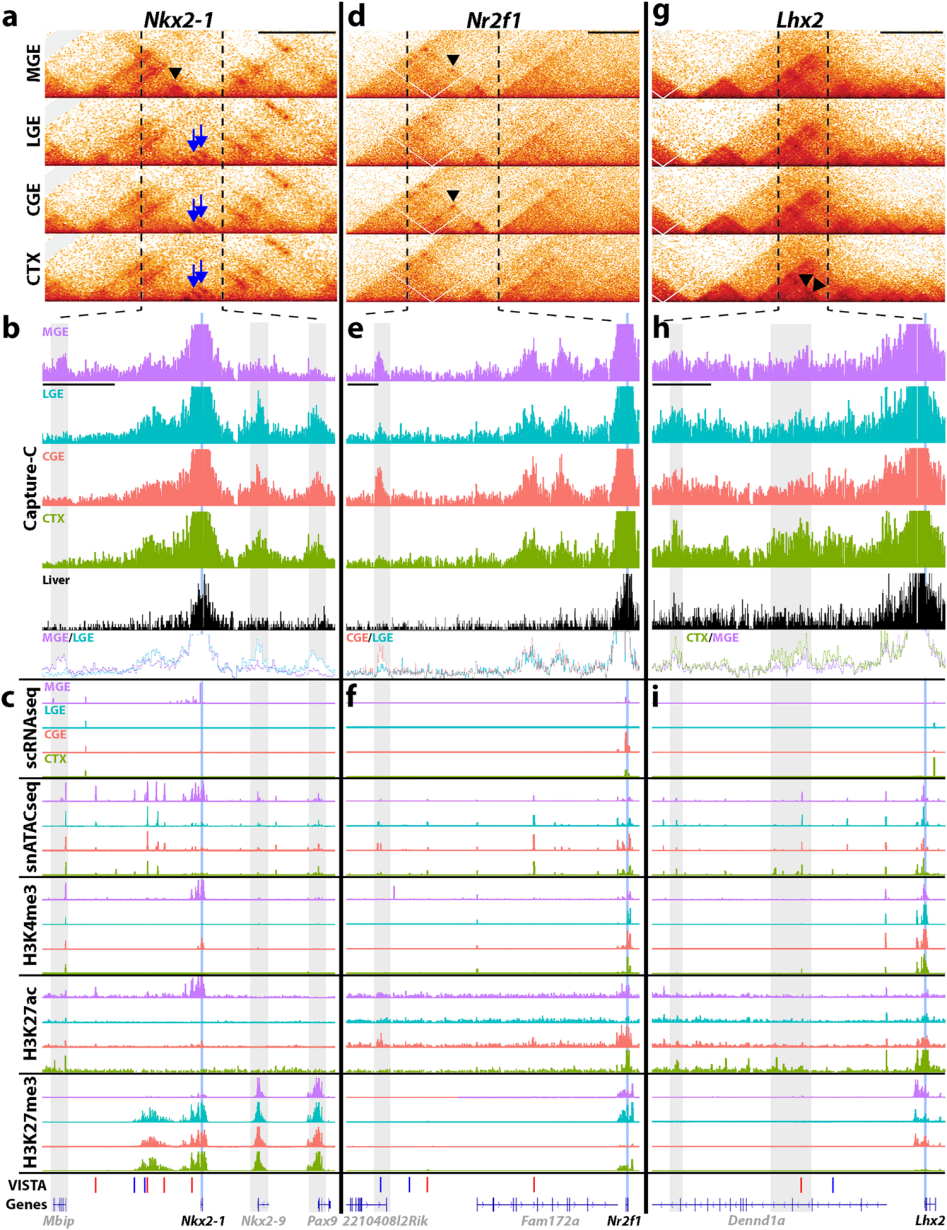
Higher-order chromatin structure within mouse embryonic neural progenitors. **a** Hi-C 1D interaction frequency heatmaps for MGE, LGE, CGE, and CTX at MGE-restricted *Nkx2-1*. Black triangle denotes an MGE-specific interaction, blue arrows denote non-MGE-specific interactions. **b** Capture-C pileup at *Nkx2-1* locus extending to vertical dashed lines in **a**. Y-axis represents reads from loci interacting with *Nkx2-1* promoter bait. Blue line indicates gene TSS, gray bars indicate potential regulatory elements directly interacting with the *Nkx2-1* promoter. **c** Signal tracks for single-cell assays (scRNA-Seq and snATAC-Seq) and histone modifications correlated with active promoters (H3K4me3), active enhancers (H3K27ac), and repressed genes (H3K27me3) in each tissue. VISTA track includes tested enhancers. **d**–**f** Hi-C heatmaps (**d**), Capture-C interactions (**e**), and chromatin landscape (**f**) of CGE-enriched *Nr2f1*. Black triangles in **d** denote MGE and CGE-enriched interactions. **g**–**i** Hi-C heatmaps (**g**), Capture-C interactions (**h**), and chromatin landscape (**i**) of cortex-restricted *Lhx2*. Black triangles in **g** denote CTX-enriched interactions. Black scale bars above Hi-C plots in **a**, **d**, **g** = 500 kb, black scale bars below MGE Capture-C tracks in **b**, **e**, **h** = 100 kb.

Both Hi-C and Capture-C data identified a direct interaction between the *Nr2f1* promoter and an intron within *2210408I21Rik* specific to the CGE and MGE, where *Nr2f1* is expressed^36^ (Fig. 7d, e). This locus also contains a stronger K27ac signal in the CGE and MGE (Fig. 7f), providing additional evidence for the formation of region-specific promoter–enhancer interactions. Similarly, we observe cortex-enriched interactions of the *Lhx2* promoter with two putative enhancers within *Dennd1a* introns, with both loci displaying stronger H3K27ac signals in the cortex compared to other regions (Fig. 7g–i).

Thus, the combination of single-cell accessibility and transcriptomes with histone modifications and higher-order chromatin interactions represents a comprehensive epigenomic “ground truth” of distinct neurogenic regions of the embryonic mouse brain that give rise to specific neuronal subtypes. These data are publicly available and searchable as a UCSC Genome Browser track hub (https://www.nichd.nih.gov/research/atNICHD/Investigators/petros/epigenome-atlas).

## Discussion

We characterized the single-cell chromatin accessibility and transcriptomic profiles, histone modifications, and higher-order chromatin organization in four distinct neurogenic regions of the mouse embryonic forebrain. While recent studies performed single-cell sequencing experiments to characterize chromatin accessibility in the mouse and human forebrain^31,50–52^, our dataset represents the most comprehensive analysis of the chromatin landscape in the developing brain to date. With this combinatorial approach, we characterized the variation and dynamic reconfiguration of mRNA, gene accessibility, and active enhancers during neurogenesis and across different neurogenic cell types. We identified numerous candidate enhancers for genes involved in well-characterized neuronal subtypes, many with region-specific direct genomic interactions verified by Hi-C and Capture-C. These data are publicly available in an easily searchable platform on the UCSC genome browser (See Data Availability section; https://www.nichd.nih.gov/research/atNICHD/Investigators/petros/epigenome-atlas). This dataset will be an important resource for the field leading to a greater understanding of the genetic and epigenetic mechanisms regulating initial neuronal fate decisions in the embryonic forebrain.

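H3K4me3 at promoters was compared between the regions as the presence or absence of a peak. Of the 17745 genes with a promoter peak in any list, 15257 had one in all 4. A promoter peak in a single list was found for 360 genes in MGE, 88 in LGE, 236 in CGE and 239 in CTX, of which 140, 56, 132 and 100 encode proteins. Ranked within each list by the fold of that peak, the first gene was Trappc8 in MGE, Vwce in LGE, Bex4 in CGE and Gm13277 in CTX. The paper's Capture-C design gives baits for 51 genes, which the paper describes as having tissue-specific expression. For some of them, among these Cdx2, Dppa4 and Nanog, the paper's text states no forebrain region. The counts below therefore do not describe region-restricted genes alone. A peak within 2 kb of the baits was present for 44 of these genes in MGE (86.3%, exact Clopper-Pearson 95% interval 73.7 to 94.3%), 46 in LGE and 46 in CGE (90.2%, 78.6 to 96.7% in both) and 38 in CTX (74.5%, 60.4 to 85.7%). The same genes were scored in every list, so these separate intervals do not test differences between regions. In all 4 lists 36 of the genes had a peak, and in none of them Dppa4, Nanog, Neurod6 and Pvalb. Dcx, Gad1, Gsx1, Lhx6, Lhx8, Lmo1, Nkx2-1 and Sp9 lacked a peak in CTX only, and Neurod2 in MGE only. Cdx2 had a peak in LGE and CTX, and Sst in CGE alone. The number of Capture-C genes with a peak moved most in MGE, to 23, with each list limited to its 17284 peaks of highest fold, which left 46 in LGE, 41 in CGE and 26 in CTX. Expression and accessibility were not analysed here, so no correlation with them was computed.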

Gene expression and DA peaks were strongly correlated with H3K4me3 and H3K27me3 peaks at active and repressed promoters, respectively, in specific brain regions. There was also a high correlation between ATAC peaks with Cicero connections to gene promoters and H3K27ac marks at these ATAC peaks (Fig. 6b), indicative of likely active enhancers. However, there were genomic loci where not all modalities were in agreement. For example, the promoter of *Nr2f2* is accessible in all four brain regions despite mRNA and the H3K4me3 active promoter mark being restricted to the CGE (Fig. 6b). Thus, the multimodal approach led to a more complete, accurate picture of gene expression and epigenome state compared to looking at one modality alone.

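Nr2f2 lies on the minus strand of chromosome 7 from 70351944 to 70366735 and has 6 annotated TSSs, between 70355237 and 70366735. All 4 lists held H3K4me3 peaks within 5 kb of these TSSs. In CGE, 4 peaks covered 12460 bases, against 5401 bases in 2 peaks for LGE, 3700 bases in 6 peaks for MGE and 2208 bases in 3 peaks for CTX. The widest CGE peak ran 6944 bp from 70354910 to 70361853, over 5 of the 6 TSSs, with a −log10 q of 111 and a fold of 2.30. The LGE list had a 4484-bp peak from 70357775 to 70362258 with a −log10 q of 6.89 and a fold of 2.39. In MGE the peak with the highest −log10 q, 12.7, was 482 bp wide with a fold of 4.13. In CTX it was 1411 bp wide with a −log10 q of 3.34 and a fold of 3.43. Among these peaks −log10 q was thus highest in CGE and the fold lowest there. Neither value was tested between lists. Within its own list, 1 protein-coding gene was more covered than Nr2f2 in CGE, 67 in LGE, 96 in MGE and 1052 in CTX. Covered bases were not scaled to the length of the window, which is longer for a gene with spread TSSs. Around the 5′ end of the gene alone, a window chosen after seeing the data, CGE peaks covered 4401 bases, MGE 890, LGE 524 and CTX 504. Within 2 kb of the Capture-C baits, peaks covered more bases in LGE, 2514, than in CGE, 2109. Limiting each list to the length of the LGE list by highest fold, which removes peaks from every list except that of LGE, left none of the CGE or CTX peaks and 482 covered bases in MGE, so it gives no comparison with LGE at this gene. The paper reasons from an accessible promoter in every region, with mRNA and H3K4me3 in the CGE, that the modalities part at this gene.

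**Figure D3:**
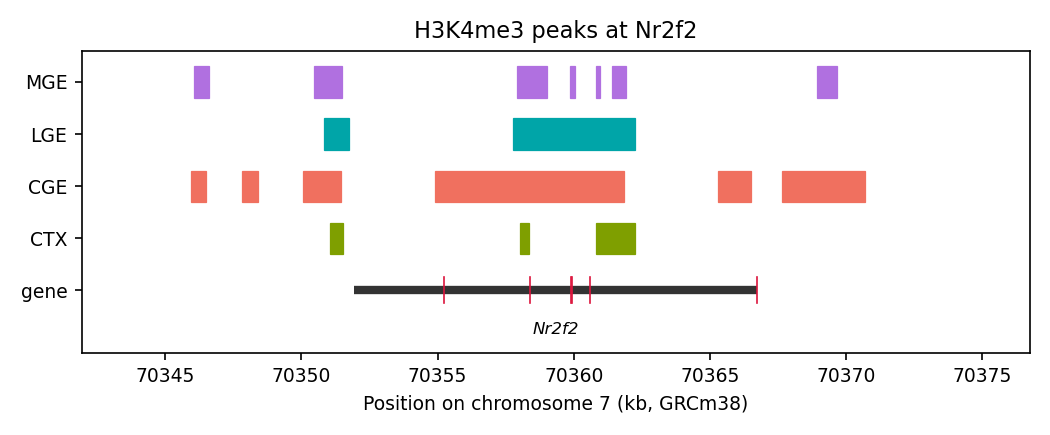
H3K4me3 peaks at Nr2f2 in the 4 regions along chromosome 7 (position in kb, GRCm38). Coloured bars are peaks, the dark bar is the gene and red ticks are its annotated TSSs. Peaks are present in every region and cover the most bases in CGE.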

By performing Hi-C and Capture-C on dissected MGE, LGE, CGE, and cortex, we characterized region-specific chromatin domains and enhancer–promoter interactions in vivo that were not previously identifiable in ENCODE or other studies that do not distinguish between different forebrain regions. For example, the *Nkx2-1* chromatin domain is markedly different between the MGE (where *Nkx2-1* directly contacts the *Mbip* locus) and non-MGE (where *Nkx2-1* directly contacts the *Nkx2-9* and *Pax9* locus) (Fig. 7). Perturbing these types of interactions could reveal important insights into how chromatin organization affects promoter–enhancer interactions and gene function in a region-specific manner. As we only examined ~50 genes with Capture-C, the realm of region-specific interactions between genes and cREs in the developing forebrain is only beginning to be explored. Previous comparative analyses of chromatin structure have described organ and cell type-specific spatial configurations but have focused mostly on adult tissues^53,54^. Analysis of cell populations representing earlier stages of differentiation trajectories have been mostly restricted to the immune system^55,56^, limb differentiation^57^ and other organisms^58,59^ and have revealed lower variation of chromatin structure between different cell types. In contrast, our data show that spatially adjacent cells representing early neuronal specification processes can present vastly heterogeneous 3D chromatin structures.

We note several additional intriguing observations from our data. First, the chromatin accessibility profiles reveal significant diversity in AP clusters from the GEs, much more so than cortical APs which have greater similarity between each other compared to other clusters (Fig. 2). Much of the reported transcriptional diversity within the GEs has been restricted to postmitotic cells^8,9^, so our data suggests that there may be greater transcriptional and chromatin state diversity in GE APs than previously appreciated^60^. Second, there was a lag for chromatin at genes and enhancers to become inaccessible compared to RNA downregulation, both at the individual gene level (Fig. 5c–r) and global level (Fig. 5s–u). This observation implies that some repressive mechanisms (e.g., repressor TFs, DNA methylation, etc.) likely precede repressive histone modifications and decreased chromatin accessibility at cREs. We observed numerous instances where accessibility of promoters, gene body and/or enhancers precede transcript upregulation (e.g., *Nkx2-1* in Fig. 4g, h and *Myt1l* and *Lhx6* in Fig. 5k–r), which is in agreement with several recent reports^51,61^. Future multiomics studies that can simultaneously capture the epigenome and transcriptome within single cells during development should provide significant insight into this relationship.

Third, the number and score of global Cicero connections near a particular gene (orange arcs from Fig. 3b, c) are only loosely correlated to TSS-cRE connections. In some instances, the number of global Cicero connections at certain genomic loci appear to be tissue-specific (greater co-accessibility in regions flanking *Neurod6* restricted to cortex and *Lhx6* restricted to MGE), while global Cicero connections near other genes appear more similar between tissues (similar co-accessibility for all brain regions flanking *Sp8* and *Nr2f2*). This may suggest a role of Cis-Co-accessibility Networks (CCANs)^37^, modules of connection sites that are highly co-accessible with one another in specific brain regions during neuronal fate determination.

Fourth, the population of “mixed” cells that were collected with the LGE and CGE tissue expressed markers for both GABAergic and glutamatergic cells yet formed a distinct cluster from the cortex and GE populations (Fig. 2 and Supplementary Fig. 2). These “mixed” cells likely reside at the PSB as they were not detected in the MGE population. The diversity of cells arising from the lateral/ventral pallium remains poorly characterized, but this region appears to give rise to glutamatergic cells of the insular cortex, piriform cortex, claustrum, and pallial amygdala^26^. A recent scRNA-seq study may shed light on the heterogeneity of this PSB region^27^, but further work is needed to better characterize this cell population.

In sum, the single-cell chromatin accessibility and transcript profiles, histone modifications, and higher-order chromatin structure define the epigenetic “ground truth” of distinct forebrain regions during initial neuronal fate decisions. This resource will aid our understanding of normal development and neurological disease as many disease-associated genes are enriched in neural progenitors and immature neurons^19,20^, and many disease-associated SNPs are located in non-coding enhancer regions^21–23^.

## Methods

### Animals

All experimental procedures were conducted in accordance with the National Institutes of Health guidelines and were approved by the *Eunice Kennedy Shriver* NICHD Animal Care and Use Committee (protocol #20-047). The following mouse lines were used in this study: C57BL/6 J (JAX# 000664). For timed matings, noon on the day a vaginal plug was observed was denoted E0.5. For each experimental modality, brain regions from multiple embryos (≥4) were pooled together prior to single-cell dissociations. Both male and female embryonic mice were used without bias for all experiments. Housing conditions: 12/12 h light/dark cycle, humidity between 30–50%, temperature 72 °C.

### Tissue dissection

To recover embryonic tissue, dams were anesthetized with isoflurane and then euthanized by cervical dislocation. Embryos were removed from the uterus and kept in chilled artificial cerebrospinal fluid (ACSF, in mM: 87 NaCl, 26 NaHCO_3_, 2.5 KCl, 1.25 NaH_2_PO_4_, 0.5 CaCl_2_, 7 MgCl_2_, 10 glucose, 75 sucrose, saturated with 95% O_2_, 5% CO_2_, pH 7.4). Brains were extracted from E12.5 and E14.5 embryos, hemisected, microdissected to obtain the MGE, LGE, CGE, and somatosensory cortex, and kept in ACSF.

### Nuclei extraction for single nuclei ATAC-seq, CUT&Tag, and CUT&RUN

Nuclei isolation followed the 10X Genomics ATAC nuclei isolation protocol with several modifications. All steps were performed on ice. For each brain region, tissue was transferred to a Dounce homogenizer containing 1 mL ATAC lysis buffer (10 mM Tris-HCL, pH 7.4, 10 mM NaCl, 3 mM MgCl2, 0.1% Tween-20, 0.1% IGEPAL, 2% BSA). Samples were dounced with ten strokes pestle A and ten strokes pestle B. Lysate was strained through a 40-μm filter pre-wetted with ATAC wash buffer (10 mM Tris-HCL, pH 7.4, 10 mM NaCl, 3 mM MgCl2, 0.1% Tween-20, 2% BSA) and neutralized with 2 mL wash buffer.

For snATAC-Seq, lysates were centrifuged 500 × *g* for 5 min at 4 ^°^C, the supernatant was removed, the nuclei pellet washed once with 1 mL wash buffer, and centrifuged 500×*g* for 5 min. A diluted aliquot of nuclei solution was mixed with Trypan Blue (1:1) and counted on a hemocytometer. For all samples, we prepared 3000 nuclei/μL samples for snATAC-seq reactions, with 5 μL (~15,000 nuclei) used for each snATAC reaction.

For CUT&Tag/CUT&RUN, tissue was homogenized as described above. Nuclei suspensions were centrifuged 500 × *g* for 5 min at 4 °C, the supernatant removed, and washed once with 1 mL wash buffer, centrifuged 500 × *g* for 5 min, and washed a final time with 1 mL 1X CUT&Tag wash buffer (from CUT&Tag IT Assay Kit, Active Motif, #53610) or 1 mL CUT&RUN 1X wash buffer (1 mL HEPES pH 7.5, 1.5 m 5 M NaCl, 12.5 uL 2 M spermidine and 47.5 mL dH_2_O with 1 Roche Complete Protease Inhibitor EDTA-Free tablet). A diluted aliquot of nuclei solution was mixed with Trypan Blue (1:1) and counted on a hemocytometer. Equal numbers of MGE, CGE, LGE, and cortex nuclei were pooled and diluted to a final concentration of 1000 nuclei/μL in wash buffer, with 100 μL (~100,000 nuclei) used for each CUT&Tag/CUT&RUN reaction.

### Cell dissociation for single-cell RNA-Seq, Hi-C, and Capture-C

Embryonic tissue was dissected as described above. To collect whole cells, embryonic MGE, LGE, CGE, and cortex tissue was incubated in 1 mg/mL Pronase (Roche #10165921001) in ACSF for 20 min at RT. Pronase solution was removed and 2 ml of reconstitution solution (1% fetal bovine serum + DNAse (1:10,000, Roche #47167280001)) in oxygenated ACSF was added. For Hi-C and Capture-C preparations, DNAse was not included in the reconstitution solution. Cells were triturated sequentially with fire-polished large, medium, and small-bore Pasteur pipettes to mechanically dissociate tissue.

For scRNA-Seq, DRAQ5 (20 μM) and DAPI (1:10,000) was added to the single-cell suspension, which was passed through a pre-wet 30-μm filter and then processed on an SH800 cell sorter to purify the sample. DRAQ5 + /DAPI—live cells were collected in low-bind 1.5 mL tubes containing 100 μL ACSF. Cell solutions were centrifuged at 300 × *g* for 5 min at 4 °C in a swinging bucket centrifuge and then counted on a hemocytometer. About 15,000 cells (or the highest amount recovered after sorting) was used for 10X Genomics scRNA-Seq experiments.

### snATAC library preparation and sequencing

snATAC reaction was carried out following 10X Genomics ATAC User Guide (revision C), libraries were prepared following 10X Genomics and Illumina guidelines, and sequenced on an Illumina HiSeq2500. Sequencing metrics were as follows: CGE: Replicate 1: Read pairs: 469,280,227; Estimated number of cells: 4013; Median fragments per cell: 13,003; Fraction of fragments in peaks: 73.3%, Fraction of transposition events in peaks: 58.4%. Replicate 2: Read pairs: 115,917,541; Estimated number of cells: 4530; Median fragments per cell: 11,082; Fraction of fragments in peaks: 80.3%, Fraction of transposition events in peaks: 72.1%. MGE: Replicate 1: Read pairs: 429,523,963; Estimated number of cells: 6845; Median fragments per cell: 12,807; Fraction of fragments in peaks: 72.0%, Fraction of transposition events in peaks: 54.2%. Replicate 2: Read pairs: 107,989,853; Estimated number of cells: 3465; Median fragments per cell: 12,278; Fraction of fragments in peaks: 77.4%, Fraction of transposition events in peaks: 67.3%. LGE: Replicate 1: Read pairs: 491,904,518; Estimated number of cells: 6577; Median fragments per cell: 13,426; Fraction of fragments in peaks: 67.7%, Fraction of transposition events in peaks: 47.4%. Replicate 2: Read pairs: 115,545,951; Estimated number of cells: 4769; Median fragments per cell: 10,660; Fraction of fragments in peaks: 77.7%, Fraction of transposition events in peaks: 65.8%. Cortex (E12.5): Read pairs: 112,120,408; Estimated number of cells: 4946; Median fragments per cell: 11,257; Fraction of fragments in peaks: 78.0%, Fraction of transposition events in peaks: 68.1%. Cortex (E14.5): Read pairs: 433,510,039; Estimated number of cells: 4108; Median fragments per cell: 16,810; Fraction of fragments in peaks: 74.2%, Fraction of transposition events in peaks: 63.6%.

### scRNA library preparation and sequencing

cDNA libraries were prepared using 10X Genomics 3′ RNA v3 chemistry. Library preparation was carried out following the 10X Genomics RNA User Guide (rev C) and sequenced following 10X Genomics and Illumina guidelines. Samples were sequenced to the following depths: CGE: Reads: 154,348,231; Estimated number of cells: 4522; Median reads per cell: 34,133; Median genes per cell: 2805. MGE: Reads: 192,833,398; Estimated number of cells: 6331; Median reads per cell: 30,459; Median genes per cell: 2877. LGE: Reads: 180,580,907; Estimated number of cells: 6843; Median reads per cell: 26,389; Median genes per cell: 2726. Cortex (E12.5): Reads: 176,542,467; Estimated number of cells: 7453; Median reads per cell: 23,687; Median genes per cell: 2318.

### CUT&Tag library preparation and sequencing

Embryonic tissue was homogenized as described above before proceeding with CUT&Tag. For each CUT&Tag replicate, 100,000 nuclei were resuspended in 1.5 mL 1X Wash Buffer and then processed with the Active Motif CUT&Tag IT Assay Kit (#53610) following manufacturer’s instructions. Primary antibodies used: rabbit anti-H3K4me3 (Active Motif 39159, 1:50), rabbit anti-H3K27me3 (Cell Signaling 9733 T, 1:50). Secondary antibody used was guinea pig anti-rabbit (Active Motif 105465 from CUT&Tag IT Assay Kit, 1:100). Following library amplification, DNA quantity was determined with a Thermo Qubit and library quality characterized with an Agilent Tapestation. Libraries were balanced for DNA content and pooled before performing a final SPRIselect bead 1x left size selection and paired-end sequenced (50 × 50 bp) on an Illumina NovaSeq. Samples were sequenced to a following depths per library: CGE: H3K27me3 Replicate 1: 13,604,105; H3K27me3 Replicate 2: 47,136,470; H3K4me3 Replicate 1: 50,541,513; H3K4me3 Replicate 2: 25,035,394; CTX: H3K27me3 Replicate 1: 13,640,572; H3K27me3 Replicate 2: 36,097,462; H3K4me3 Replicate 1: 18,35,546; H3K4me3 Replicate 2: 30,114,008; LGE: H3K27me3 Replicate 1: 13,539,124; H3K27me3 Replicate 2: 30,498,855; H3K4me3 Replicate 1: 14,760,336; H3K4me3 Replicate 2: 17,211,681; MGE: H3K27me3 Replicate 1: 17,214,723; H3K27me3 Replicate 2: 16,336,430; H3K4me3 Replicate 1: 5,518,769; H3K4me3 Replicate 2: 14,720,921.

### CUT&RUN library preparation and sequencing

Embryonic tissue was homogenized as described above. Single nuclei suspensions were centrifuged 500×*g* for 5 min at 4 °C, the supernatant removed, and washed with 1 mL 1X Wash Buffer (1 mL HEPES pH 7.5, 1.5 m 5 M NaCl, 12.5 uL 2 M spermidine and 47.5 mL dH_2_O with 1 Roche Complete Protease Inhibitor EDTA-Free tablet). For each CUT&RUN replicate, 100,000 nuclei were resuspended in 1.5 mL 1X Wash buffer. BioMag^®^ Plus Concanavalin A beads (Bangs Laboratories) were washed in in Binding Buffer (20 mM HEPES pH 7.5, 10 mM KCl, 1 mM CaCl2, 1 mM MnCl2). Nuclei were resuspended in Wash Buffer, mixed with a slurry of the Concavalin A coated magnetic beads, and rotated for 10 min at room temperature. 10 µl of Concavalin A bead slurry was used per 100,000 cells. The beads were resuspended in Wash Buffer containing 2 mM EDTA, 0.1% bovine serum albumin, 0.05% Digitonin, and 1:50 dilution of primary antibody (rabbit anti-H3K27ac, Abcam ab4729), which was then incubated on a nutating platform for 2 h at room temperature. The beads were then washed twice in Digitonin Buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, 1x Roche Complete Protease Inhibitor no EDTA, 0.05% Digitonin, and 0.1% bovine serum albumin). Then they were incubated with pA-MN (600 µg/ml, 1:200, either homemade or a gift from S. Henikoff) in Digitonin Buffer for 1 h at 4 °C. Following this incubation, beads were washed twice with Digitonin Buffer and finally resuspended in 150 µl of Digitonin Buffer, and equilibrated to 0 °C before adding CaCl2 (2 mM). The beads were then incubated for 1 h at 0 °C. After this hour, 150 µl of 2X Stop Buffer (200 mM NaCl, 20 mM EDTA, 4 mM EGTA, 50 µg/ml RNase A, 40 µg/ml glycogen), was added. Beads were incubated for 30 min at 37 °C and then pelleted at 16,000 × *g* for 5 min at 4 °C. Supernatant was transferred, mixed with 3 µL 10% SDS and 1.8U Proteinase K (NEB), and incubated for 1 h at 50 °C, shaking at 900 rpm. About 300 µl of 25:24:1 Phenol/Chloroform/Isoamyl Alcohol was added, solutions were vortexed, and transferred to Maxtrack phase-lock tubes (Qiagen). The samples in the phase-lock tubes were centrifuged at 16,000 × *g* for 3 min at room temperature. About 300 µl of Chloroform was added, and solutions were mixed by inversion and centrifuged at 16,000 × *g* for 3 min at room temperature. Aqueous layers were transferred to new tubes and DNA was isolated through Ethanol precipitation. These samples were resuspended in 10 mM Tris-HCl pH 8.0 (Thermo Fisher). CUT&RUN libraries were prepared following the SMARTer ThruPlex TAKARA Library Prep kit with small modifications. Double-stranded DNA (10 µl), Template Preparation D Buffer (2 µl), and Template Preparation D Enzyme (1 µl) were combined and added to each sample. End Repair and A-tailing was performed in a Thermocycler with a heated lid (22 °C, 25 min; 55 °C, 20 min). To each sample, library Synthesis D Buffer (1 µl) and Library Synthesis D Enzyme (1 µl) and library synthesis was performed (22 °C, 40 min). Library Amplification D Buffer (25 µl), Library Amplification D Enzyme (1 µl), Nuclease-free water (4 µl), and a unique Illumina-compatible indexed primer (5 µl) were added. Library amplification was performed using the following conditions: 72 °C for 3 min; 85 °C for 2 min; 98 °C for 2 min (denaturation); four cycles of 98 °C for 20 s, 67 °C for 20 s, 72 °C for 10 s (addition of indexes); 14 cycles of 98 °C for 20 s, 72 °C for 10 s (library amplification). Post-PCR clean-up involved SPRIselect bead 0.6X left/1x right double size selection then washed twice gently in 80% ethanol and eluted in 10–12 µl 10 mM Tris pH 8.0. 1:50 dilution of the primary antibody was used. Following library amplification, DNA quantity was determined with a Thermo Qubit and library quality was characterized with an Agilent Tapestation. Libraries were balanced for DNA content and pooled before performing a final SPRIselect bead 1x left size selection and paired-end sequenced (50 × 50 bp) on an Illumina NovaSeq. CGE: H3k27ac Replicate 1: 39,950,806; H3k27ac Replicate 2: 68,704,235; CTX: H3k27ac Replicate 1: 45,279,956; H3k27ac Replicate 2: 73,920,447; LGE: H3k27ac Replicate 1: 46,933,225; H3k27ac Replicate 2: 55,438,848; MGE: H3k27ac Replicate 1: 55,871,849; H3k27ac Replicate 2: 77,034,587.

### Hi-C and Capture-C library preparation and sequencing

Hi-C and Capture-C were performed and analyzed as described previously^62^. Embryonic tissue was dissected and cells were dissociated as described above. After dissociation, 1 million cells per region were fixed with 1% formaldehyde (Thermo: 28908) made in 1 ml HBSS media. Fixation was carried out at room temperature on a nutator, for 10 min, protected from light. To stop fixation, glycine was added at a final concentration of 0.13 M and samples were incubated for 5 min at room temperature followed by 15 min on ice. Fixed cells were then washed once with ice-cold PBS. After spinning cells at 2500×*g* 4 °C for 5 min, the pellet was flash-frozen in liquid nitrogen and stored at −80 °C. To perform Hi-C and Capture-C, pellets were first thawed on ice and then incubated with 1 ml lysis buffer (10 mM Tris-HCL pH 8, 10 mM NaCl, 0.2% Igepal CA-630, Roche Complete EDTA-free Sigma #11836170001). After lysis, cells were dounced and washed with cold PBS. Nuclei extracted with this method were then collected by centrifugation and subjected to DpnII digest in 50 µl 0.5% SDS and incubated at 62 °C for 10 min after which 150 µl of 1.5% Triton-X was added and cells incubated for 15 min at 37 °C while shaking at 900 rpm. Twenty-five microliters of 10X DpnII restriction buffer (NEB) was then added, and cells were incubated for 15 min while shaking. After that, 200 U of DpnII (NEB R0543M) were added and incubated for 2 h, then 200 U more and incubated overnight. The next morning 200 U more were added and incubated for 3 h (total of 600 U of DpnII). DpnII was inactivated at 62 ^o^C for 20 min. For Hi-C, biotin fill-in was done by incubating cells with a mixture of 4.5 µl dCTP dTTP and dGTP at 3.3 mM, 8 µl Klenow polymerase (NEB M0210L), and 37.5 µl Biotin-14-dATP (Thermo 19524016) for 4 h at RT while shaking at 900 rpm for 10 s every 5 min. Ligation was done overnight at 16 ^o^C also rotating at 900 rpm for 10 s every 5 min by adding 120 µl of 10X ligation buffer (NEB), 664 µl water, 100 µl 10% Triton-X, 6 µl BSA 20 mg/ml, and 2 µl T4 ligase (NEB cat #M0202M). For Capture-C, the biotin fill-in step was skipped and 50 µl more of water was added to the ligation mix. Crosslink removal was done overnight with 50 µl of proteinase K in 300 µl of the following buffer (10 mM Tris-HCl pH 8.0, 0.5 M NaCl, 1% SDS) while shaking at 1400 rpm at 65 ^o^C. Following Sodium Acetate and 100% Ethanol −80^o^C precipitation, DNA was resuspended in 50 µl 10 mM Tris-HCL for Hi-C or 130 µl for Capture-C. Sonication for Hi-C was done using Covaris onetube-10 AFA strips using the following parameters for a 300 bp fragment size (Duration: 10 s, repeat for 12 times, total time 120 s, peak power-20 W, duty factor 40%, CPB-50). Sonication for Capture-C was done using Covaris AFA microtubes 130 with the following settings for a fragment size of 200 bp fragments (Duration: 225 s, peak power-75 W, duty factor 25%, Cycles per Burst-1000). Sonications were performed in a Covaris ME220 sonicator. Sonicated material was then size selected using SPRI beads with the following ratios: 0.55X and 1X for Capture-C and 0.55X and 0.75X for Hi-C. Hi-C material was then bound, washed, and recovered to 150 µl Streptavidin C1 beads (Thermo 65002) per sample following manufacturers' recommendations. Bead-bound DNA was resuspended in 50 µl 10 mM Tris-HCl. Library preparation was done using the Kapa Hyper Prep KK8502 kit. Ten microliters of End-repair buffer and enzyme mix were added to resuspended beads and incubated for 30 min at RT and then 30 min at 65 ^o^C. One microliter of 15 mM annealed-Illumina adapters, containing a universal p5 and an indexed p7 oligo, were then incubated with a mixture containing 40 µl of ligase and ligation buffer at RT for 60 min. Libraries were then amplified using four reactions per sample for a total of 200 µl and ten cycles, as recommended by the manufacturer. For Capture-C, following sonication and size selection, 1 µg of template material was resuspended in 50 µl of 10 mM Tris and used for library prep with 10 µl of End-Repair reaction. Five microliters of 15 mM annealed -Illumina adapters were ligated to the Capture-C material. Using a total volume of 100 µl, the library was amplified by PCR using six cycles. For capture, 1 µg of Capture-C library per sample was mixed with mouse COT1 DNA and universal as well as index-specific blocking oligos from SeqCap EZ HE-oligo (Roche). About 4.5 µl pool of biotinylated probes (xGen Lockdown Probe Pools from IDT), with each probe at 0.4 fmol/µl targeting the promoters of our loci of interest were added to this mixture and incubated for 3 days at 47 ^o^C. Following binding to Streptavidin C1 beads, the material was washed as recommended by the SeqCap EZ Hybridization and Wash Kits. Following washes material was amplified by PCR using Kapa polymerase and 14 cycles. Material from different samples was then combined and 1 µg of pooled libraries was recaptured in a single reaction and amplified with eight cycles. Probes for Capture-C were designed using Capsequm (capsequm.molbiol.ox.ac.uk/cgi-bin/CapSequm.cgi) by selecting regions adjacent to the gene promoters of interest. The list of probes used can be found in Supplementary Data 7.

### scRNA-seq analysis

*Cellranger*: The Cellranger (v3.0.0) pipeline was used to process single cell/nuclei RNA-Seq libraries, all steps used default parameters unless otherwise noted. Cellranger mkfastq converted BCL files generated from sequencing to demultiplexed FASTQ files. Reads were aligned to 10X Genomics’s pre-built mouse (GRCm38/mm10) reference genome with Cellranger count. For single-cell RNA-Seq libraries, 10X Genomics’s pre-built mRNA model of GRCm38/mm10 annotation (refdata-cellranger-mm10-3.0.0) was used to map reads to genes, while single nuclei RNA-Seq libraries used a corresponding pre-mRNA model constructed per 10X Genomics guidelines. Aligned reads were de-duplicated, filtered for valid cell barcodes, and used to construct gene-by-barcode matrices.

*Seurat*: Filtered gene-by-barcode matrices were used as input to Seurat (v3.0.0, https://satijalab.org/seurat/) in R (v.4.0.0, https://cran.r-project.org). For each cell barcode, summary statistics were calculated for the metadata columns n_Features, n_genes, and percent reads mapping to mitochondrial genes (if present). Outliers within the metadata columns were detected using Tukey’s fence method for far-out outliers ([Q1 − k(Q3 − Q1), Q3 + k(Q3 − Q1)], where k = 3) which is resistant to extreme values (https://datatest.readthedocs.io/en/stable/how-to/outliers.html) and barcodes with any metadata column that contained outliers were removed. The remaining barcodes were processed using the SCTransform workflow in Seurat.

### snATAC-seq analysis

*Cellranger-atac*: The Cellranger-atac (v1.2.0) pipeline was used to process single nuclei ATAC-Seq data, all steps used default parameters unless otherwise noted. Cellranger-atac mkfastq converted BCL files generated from sequencing to demultiplexed FASTQ files. Reads were aligned to 10X Genomics’s pre-built mouse (GRCm38/mm10) reference genome and genomic annotation (refdata-cellranger-atac-mm10-1.2.0) by Cellranger-atac count. Libraries were aggregated and downsampled to equal numbers of median fragments per nuclei by Cellranger-atac aggr. Aligned reads were de-duplicated, filtered for valid cell barcodes, and constructed peak-by-barcode and TF-by-barcode matrices and fragments file.

*Signac*: Filtered peak-by-barcode matrix and fragments file were analyzed using Signac (v1.0.0) (https://satijalab.org/signac/index.html), all steps used default parameters unless otherwise noted. For each cell, summary statistics were calculated for the metadata columns n_Features, n_genes, and percent reads mapping to mitochondrial genes (if present). Outliers within the metadata columns were detected using Tukey’s fence method for far-out outliers, as previously described, and barcodes with any metadata column that contained outliers were removed.

Following pre-processing, peak-by-barcode matrices were processed as instructed by Signac documentation: highly variable peaks were detected by Signac::FindTopFeatures() and peak-by-barcode matrices normalized by Term Frequency–Inverse Document Frequency (TF-IDF) method by Signac:: RunTFIDF().

To address batch specific variation, the integration framework from the Seurat package was used on normalized peak-by-barcode matrices with the functions Seurat::FindIntegrationAnchors(), which detects features common to all batches, and Seurat::IntegrateEmbeddings(), which computes a weights matrix using the low dimensional cell embeddings (LSI coordinates), prior to merging counts matrices across batches. All downstream Seurat/Signac functions included “latent.vars” arguments to further regress out confounding variables.

Following integration steps, dimensional reduction with Singular Value Decomposition (SVD) and Uniform Manifold Approximation and Projection (UMAP), and cluster detection using smart local moving (SLM) algorithm were performed. RNA cell type predictions from scRNA-Seq were transferred to snATAC-Seq nuclei using the label transfer method outlined by Signac. Following the standard Signac workflow, promoter accessibility (PA) for each gene was calculated by summing all reads mapping to a gene body plus promoter (2 Kb upstream from gene TSSs). Differential testing was performed for peak counts and PA by Seurat::FindAllMarkers(min.pct=0.2, test.use = “LR”, latent.vars = “nCount_peaks”) and Seurat::FindAllMarkers(), respectively. Motif analysis was performed using Signac by Seurat::FindMarkers(only.pos=TRUE, min.pct=0.2, test.use = “LR”, latent.vars = “nCount_peaks”) followed by Signac::FindMotifs() and using the JASPAR (https://jaspar.genereg.net) CORE vertebrates collection as a reference database. Per cell motif deviation scores were computed using chromVAR (v1.12.0) and the UCSC mm10 genome sequences (BSgenome.Mmusculus.UCSC.mm10, v1.4.0), both from Bioconductor (v3.12), with the Signac::RunChromVAR() wrapper.

*Cicero*: Following outlier detection and dimensional reduction, the filtered peak-by-barcode counts matrix was transferred from the Seurat object to a Monocle3 (https://cole-trapnell-lab.github.io/monocle3/) cell_data_set (CDS) object. The counts object was processed with Cicero (v1.9.1) (https://cole-trapnell-lab.github.io/cicero-release/) following user documentation with defaults unless otherwise specified. Prior to calculating Cicero co-accessibility scores, a Cicero CDS object was created using the newly created Monocle3 cds object and UMAP coordinates from the Seurat object (i.e., cicero::make_cicero_cds(cds.object, reduced_coordinates=seurat.object@reductions$umap@cell.embeddings)).

*SnapATAC*: snATAC-Seq reads were processed with SnapATAC (v1.0.0) independently of Seurat/Signac/Cicero workflows following user documentation (https://github.com/r3fang/SnapATAC) with default parameters unless otherwise specified. FASTQ reads were converted into snap files using Snaptools (v1.4.1) and Python 2.7 and ATAC accessible regions were binned into 5000 kB windows and counted to create cell-by-bin matrices. Snap files were analyzed by SnapATAC. Valid cell barcodes with log10(UMI) between 3 to 6, and promoter ratio between 0.05 to 0.6 were retained for further analysis. All other barcodes were discarded. cell-by-bin matrices were merged, binarized, filtered against ENCODE blacklist regions (http://mitra.stanford.edu/kundaje/akundaje/release/blacklists/), and barcodes with bin counts less than 1000 and greater than the 95th percentile were removed. Dimensional reduction was performed using Nyström landmark diffusion maps algorithm, batch reduction was performed using Harmony (https://github.com/immunogenomics/harmony) by SnapATAC::runHarmony(eigs.dim = 1:40), a K Nearest Neighbor (KNN) graph constructed by SnapATAC::runKNN(eigs.dims = 1:dims_use, k = 15) and the Louvain algorithm used to detect clusters. Gene activity scores were calculated by counting snATAC-Seq reads mapping to known gene bodies. scRNA-Seq/snRNA-Seq based cell type predictions were transferred to corresponding snATAC-Seq barcodes by SnapATAC::snapToSeurat(eigs.dims = 1:40,norm = TRUE,scale = TRUE), Seurat::FindTransferAnchors() and Seurat::TransferData() as described in SnapATAC documentation. Cluster specific peaks were detected using MACS2 by SnapATAC::runMACS(macs.options = “--nomodel --shift 100 --ext 200 --qval 5e-2 -B --SPMR”). Gene-enhancer pairs were predicted by SnapATAC::predictGenePeakPair() for every TSS that had a nonzero peak count across all barcodes. The gene-enhancer pairs list was filtered by removing pairs where FDR >0.05.

*Enhancer Prediction*: The greatest SnapATAC −log10(adjusted *p* value) value was multiplied by 2 as an upper limit, and all −log10(adjusted *p* values) were percentile ranked per gene. Similarly, Cicero co-accessibility scores were percentile ranked for each gene. Peaks detected by SnapATAC or Cicero that did not overlap gene TSSs were extended 500 bp upstream and downstream before merging overlapping peak coordinates using the GenomicRanges (v1.42.0) Bioconductor package with GenomicRanges::reduce(). To generate a list of all presumptive enhancers, merged SnapATAC peaks and merged Cicero peaks were concatenated. To generate a more stringent list of enhancers for snATAC-Seq/scRNA-Seq integration, the intersection SnapATAC and Cicero peaks was taken by GenomicRanges::intersect(). To detect H3K27ac+ presumptive enhancers, concatenated peaks were further filtered by retaining only peaks that intersected forebrain H3K27ac ChIP-Seq peaks for age E12.5 (UCSC Database: mm10, Primary Table: encode3Ren_forebrain_H3K27ac_E12, Big Bed File: /gbdb/mm10/encode3/histones/ENCFF957YEE.bigBed) or E14.5 (UCSC Database: mm10, Primary Table: encode3Ren_forebrain_H3K27ac_E14, Big Bed File: /gbdb/mm10/encode3/histones/ENCFF088LWR.bigBed) by GenomicRanges::SubsetByOverlaps().

### scRNA-seq and snATAC-seq integration

*scRNA-Seq/snATAC-Seq Integration*: For each data type, barcodes were filtered to remove far-out outliers, as previously described by Tukey’s fence method. Prior to integrating data, for snATAC-Seq barcodes, gene activity score (GAS) was calculated by counting reads that mapped to the promoter regions (2 kb upstream of TSSs), the first exon of each transcript, and (if detected) presumptive enhancer loci associated to each gene. Integration of scRNA-Seq and snATAC-Seq datasets was performed using the Seurat integration workflow. GAS (snATAC-Seq) and RNA (scRNA-Seq) count matrices were normalized with Seurat::NormalizeData(), highly variable genes detected with Seurat::FindVariableFeatures() and common features across all samples selected with Seurat::SelectIntegrationFeatures(). Integration of assays was performed with Seurat::FindIntegrationAnchors() and IntegrateData().

*degPatterns*: To obtain a list of differentially expressed genes (DEGs), Seurat::FindMarkers() was used to detect DEGs from embryonic scRNA-Seq data. Barcodes were ordered by increasing pseudotime, as assigned by Monocle3. The Seurat object containing integrated snATAC-Seq/scRNA-Seq datasets was subset into two Seurat objects, one containing scRNA-Seq and one containing snATAC-Seq. degPatterns were quantified using the previously detected DEGs list and three separate matrices: gene-by-barcode counts (from scRNA-Seq Seurat object), gene-by-barcode counts (GAS slot from snATAC-Seq Seurat object) and gene-by-barcode counts (enhancer slot from snATAC-Seq Seurat object) by DEGReport:: degPatterns() using the DEGReport (https://github.com/lpantano/DEGreport) package.

*RNA/GAS/Enhancers Heatmaps*: The top 500 highly variable genes from embryonic scRNA-Seq data were detected by Seurat::FindVariableFeatures(nfeatures = 500). Barcodes in the Seurat object containing integrated snATAC-Seq/scRNA-Seq were ordered by increasing pseudotime, as assigned by Monocle3. This Seurat object was subset into two Seurat objects, one containing scRNA-Seq and one containing snATAC-Seq, which were further split into three matrices: gene-by-barcode counts (from scRNA-Seq Seurat object), gene-by-barcode counts (GAS slot from snATAC-Seq Seurat object) and gene-by-barcode counts (enhancer slot from snATAC-Seq Seurat object). RNA, GAS, and enhancer gene-by-barcode matrices were concatenated together, and hierarchical clustering of genes was performed using correlation distance and average linkage metrics. Following clustering, the concatenated matrix was re-split into RNA, GAS, and enhancer gene-by-barcode matrices. Matrices were centered and scaled for each gene prior to rendering heatmaps and the gene dendrograms were constructed using the distances calculated with the concatenated matrix. Manually annotated color bars were based on gene cohorts detected by degPatterns(), whereby the horizontal line in each box represents the median, the bottom and top edges represent the first and third quartiles, and the upper and lower whiskers extend from the edges of the box to no further than 1.5x of the inter-quartile range.

### CUT&Tag analysis

Reads were aligned to the mouse genome (GRCm38/mm10 build) with the Bowtie2 aligner with the following parameters (-p 40 -N 1 --local --very-sensitive-local --no-unal --no-mixed --no-discordant --phred33 -I 10 -X 700), aligned reads mapping to blacklisted regions were removed, and PCR duplicates were removed with PICARD. Quality control for replicates was assessed using deepTools plotHeatmap and plotProfile, and reproducibility was assessed by peak calling per replicate with MACS and calculating pair-wise consensus peak counts with bedtools intersect using the parameter (-f 0.50). 

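The deposited H3K4me3 lists differed in the width and strength of their peaks. The mean width was 676 bp in MGE and 778 bp in CTX, against 1250 bp in LGE and 1322 bp in CGE, and the medians were 563, 701, 1168 and 1240 bp in the same order. The narrowest peak was 114 bp in MGE, 122 bp in CTX, 243 bp in LGE and 242 bp in CGE. The lowest −log10 q was 1.00 in MGE, 1.02 in LGE, 1.04 in CGE and 1.02 in CTX, and the highest was 155 in MGE, 335 in LGE, 719 in CGE and 156 in CTX. A −log10 q below 2 was found for 6845 peaks in MGE, 2520 in CTX, 663 in LGE and 575 in CGE. The median fold was 4.59 in MGE, 5.63 in LGE, 5.81 in CGE and 5.08 in CTX. Peak names carry running numbers, and 33 numbers are missing from the MGE list, 59 from LGE, 64 from CGE and 31 from CTX.

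**Figure D4:**
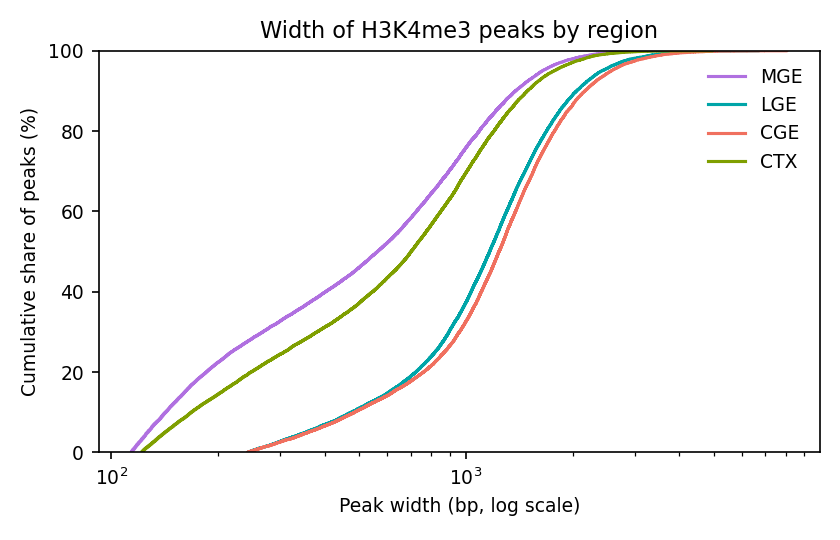
Cumulative share of peaks (%) by peak width (bp, log scale), with 1 line for each region. The MGE and CTX lines lie to the left of the LGE and CGE lines, with medians of 563 and 701 bp against 1168 and 1240 bp.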

Replicates were merged with samtools merge, de-duplicated with PICARD, and peaks called with MACS using the parameter (--broad). To generate signal tracks for visualization, the merged bam files were converted to normalized bigWig files using deeptools bamCoverage with the following parameters (--normalizeUsing RPKM -p 10 --binSize 5 --minFragmentLength 150).

### Hi-C and capture-C analysis

Hi-C and Capture-C libraries were sequenced with paired-end reads of 51 nucleotides. Data were processed using the Hi-C-Pro pipeline^63^ to produce a list of valid interaction pairs. This list was converted into cool and mcool files for visualization with higlass^64^. For Capture-C data, the make_viewpoints Hicpro script was used to obtain individual Capture-C bigwig files for each replicate of each viewpoint with 2 kb-sized bins and excluding 500 bp surrounding the DpnII-fragment where probes hybridize. For visualization, averages from replicates were used.

### Statistics and reproducibility

No statistical method was used to predetermine sample size. For the snATAC-seq experiments, we wanted a minimum of 5000 sequenced nuclei/cells per brain region from at least two replicates, which was likely sufficient to identify nearly all different cell types from each region. This goal required ~10–15,000 nuclei for each snATAC reaction (with the expectation of recovering ~30–60% of nuclei/cells for each reaction). For each timepoint and brain region, we pooled tissue from four to seven embryos, which was the amount of animals needed based on our preliminary experiments to obtain the desired amount of nuclei. Viable nuclei that passed quality control ranging from 3465–6845 nuclei/reaction (see above). For the scRNA-seq experiments, there are already several datasets in the literature we could use for comparison. Thus we were confident that one replicate of >4500 cells would be sufficient (see above). Our scRNA-seq data was in agreement with previous studies and know gene expression patterns. Per standard single-cell sequencing protocols, cells/nuclei that did not pass stringent QC measurements (% mitochondria reads, sufficient reads/cell, etc.) in the snATAC-seq and scRNA-seq datasets were considered outliers and excluded from analysis (as detailed in Supplementary Fig. 1). As stated in the Results section, we removed a ‘mixed’ cell population for analysis after Fig. 2. For the CUT&RUN/CUT&Tag experiments, we used 100,000 nuclei for each replicate as this amount of cells was previously optimized in our hands for these reactions. For Hi-C/Capture-C experiment, we collected 1 million cells/brain region. All computational and statistical analysis are discussed in detail above and/or in the legends of the relevant figures and tables. All attempts at replication were successful.

### General data processing

Microsoft Excel (16.47.1) was used for data analysis and figures were generated using either Adobe Photoshop CC (20.0.9) or Adobe Illustrator CC (23.1.1)

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

## Data Availability

All sequencing data (raw and processed files) generated in this study has been deposited in the Gene Expression Omnibus (GEO) database with the following accession numbers: GSE167047 (snATAC-Seq), GSE167013 (scRNA-Seq), GSE201487 (H3K4me3 CUT&Tag), GSE201488 (H3K27me3 CUT&Tag), GSE201400 (H3K27ac CUT&RUN), GSE201494 (All CUT&Tag and CUT&RUN data), GSE201186 (Hi-C), and GSE201317 (Capture-C). A searchable platform with all single-cell accessibility and transcriptomic, CUT&Tag, CUT&Run, Hi-C, and Capture-C data can be found on the UCSC Genome Browser: https://www.nichd.nih.gov/research/atNICHD/Investigators/petros/epigenome-atlas. E12.5 and E14.5 mouse forebrain H3K27ac ChIP-seq data used in this study was obtained from the ENCODE project (https://www.encodeproject.org), accession numbers ENCSR966AIB (E12.5) and ENCSR320EEW (E14.5). VISTA enhancers information was obtained from https://enhancer.lbl.gov/. No custom code was used in the manuscript, and all computational pipelines are described in the methods. Please contact the corresponding author for more information if needed.

# Supplementary material for: An epigenome atlas of neural progenitors within the embryonic mouse forebrain
**Source:** Nat Commun. 2022 Jul 20;13:4196. doi: 10.1038/s41467-022-31793-4
**Supplement:** Supplementary file 1 — Supplementary Information

## SUPPLEMENTARY FIGURES AND LEGENDS

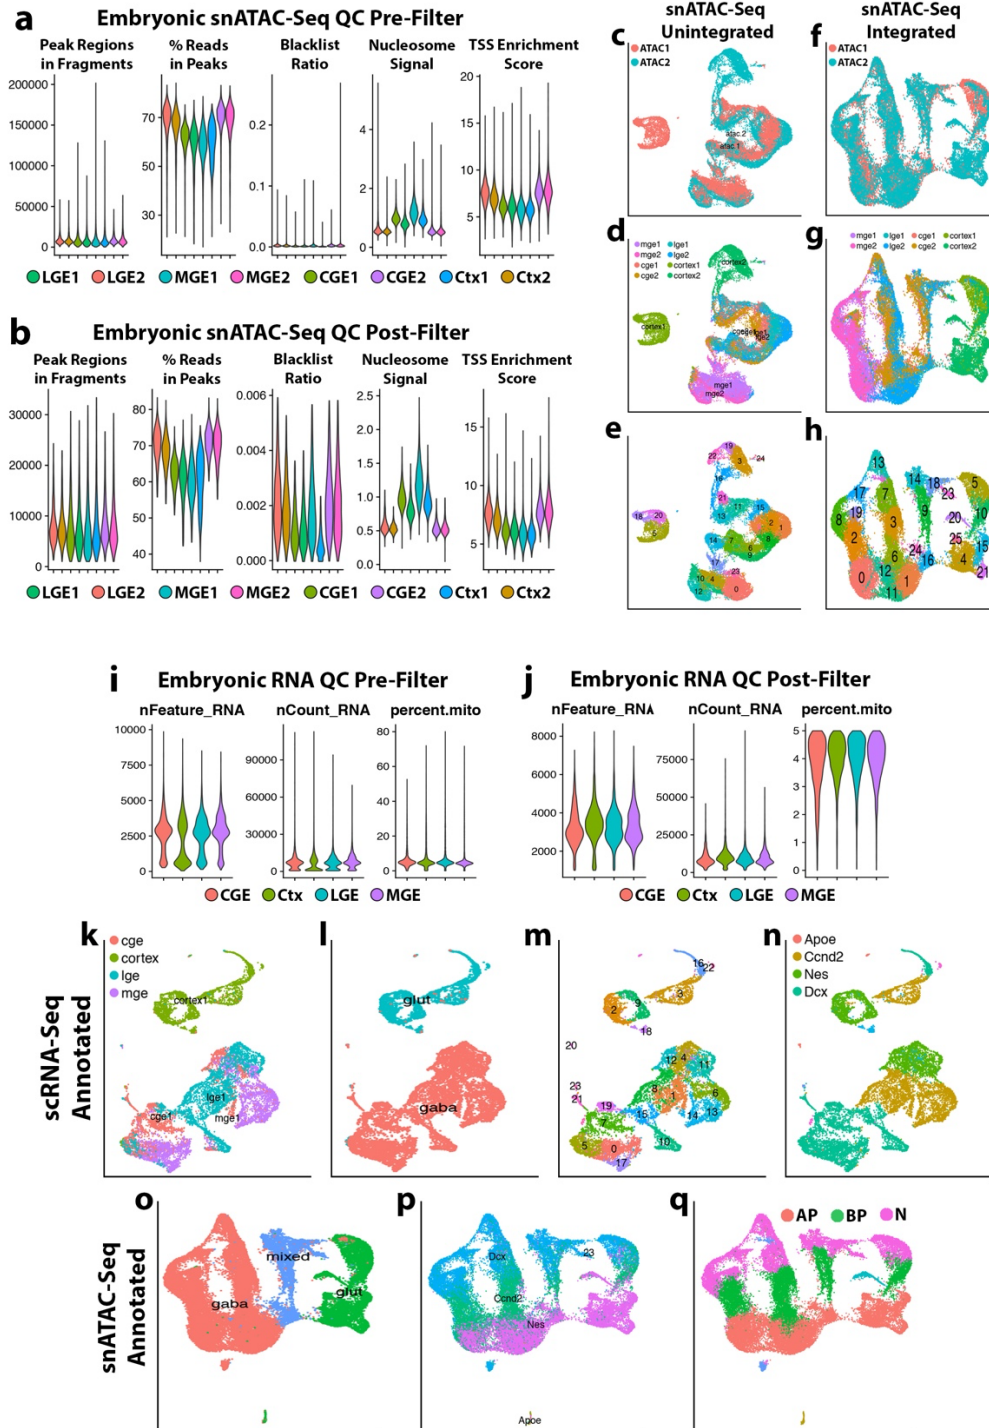

**Supplementary Fig 1. snATAC-Seq and scRNA-Seq quality control and batch reduction, and scRNA-Seq based snATAC-Seq annotation.** **a**, Violin plots of snATAC-Seq QC metrics before outlier removal. **b**, Violin plots of snATAC-Seq QC metrics after outlier removal. **c-e**, UMAP visualization of snATAC-Seq nuclei prior to batch removal colored by replicate (**c**), tissue origin (**d**) and SLM cluster (**e**). **f-h**, UMAP visualization of batch corrected snATAC-Seq nuclei colored by replicate (**f**), tissue origin (**g**) and SLM cluster (**h**). **i**, Violin plots of scRNA-Seq QC metrics before outlier removal. **j**, Violin plots of scRNA-Seq QC metrics after outlier removal. **k-n**, UMAP visualization of scRNA-Seq cells colored by tissue (**k**), neuronal class (**l**), Louvain cluster (**m**) and cell type (**n**). **o-q**, UMAP visualization of snATAC-Seq nuclei colored by neuronal class (**o**), scRNA-Seq cell type predictions (**p**) and assigned neurogenic cell type (**q**).

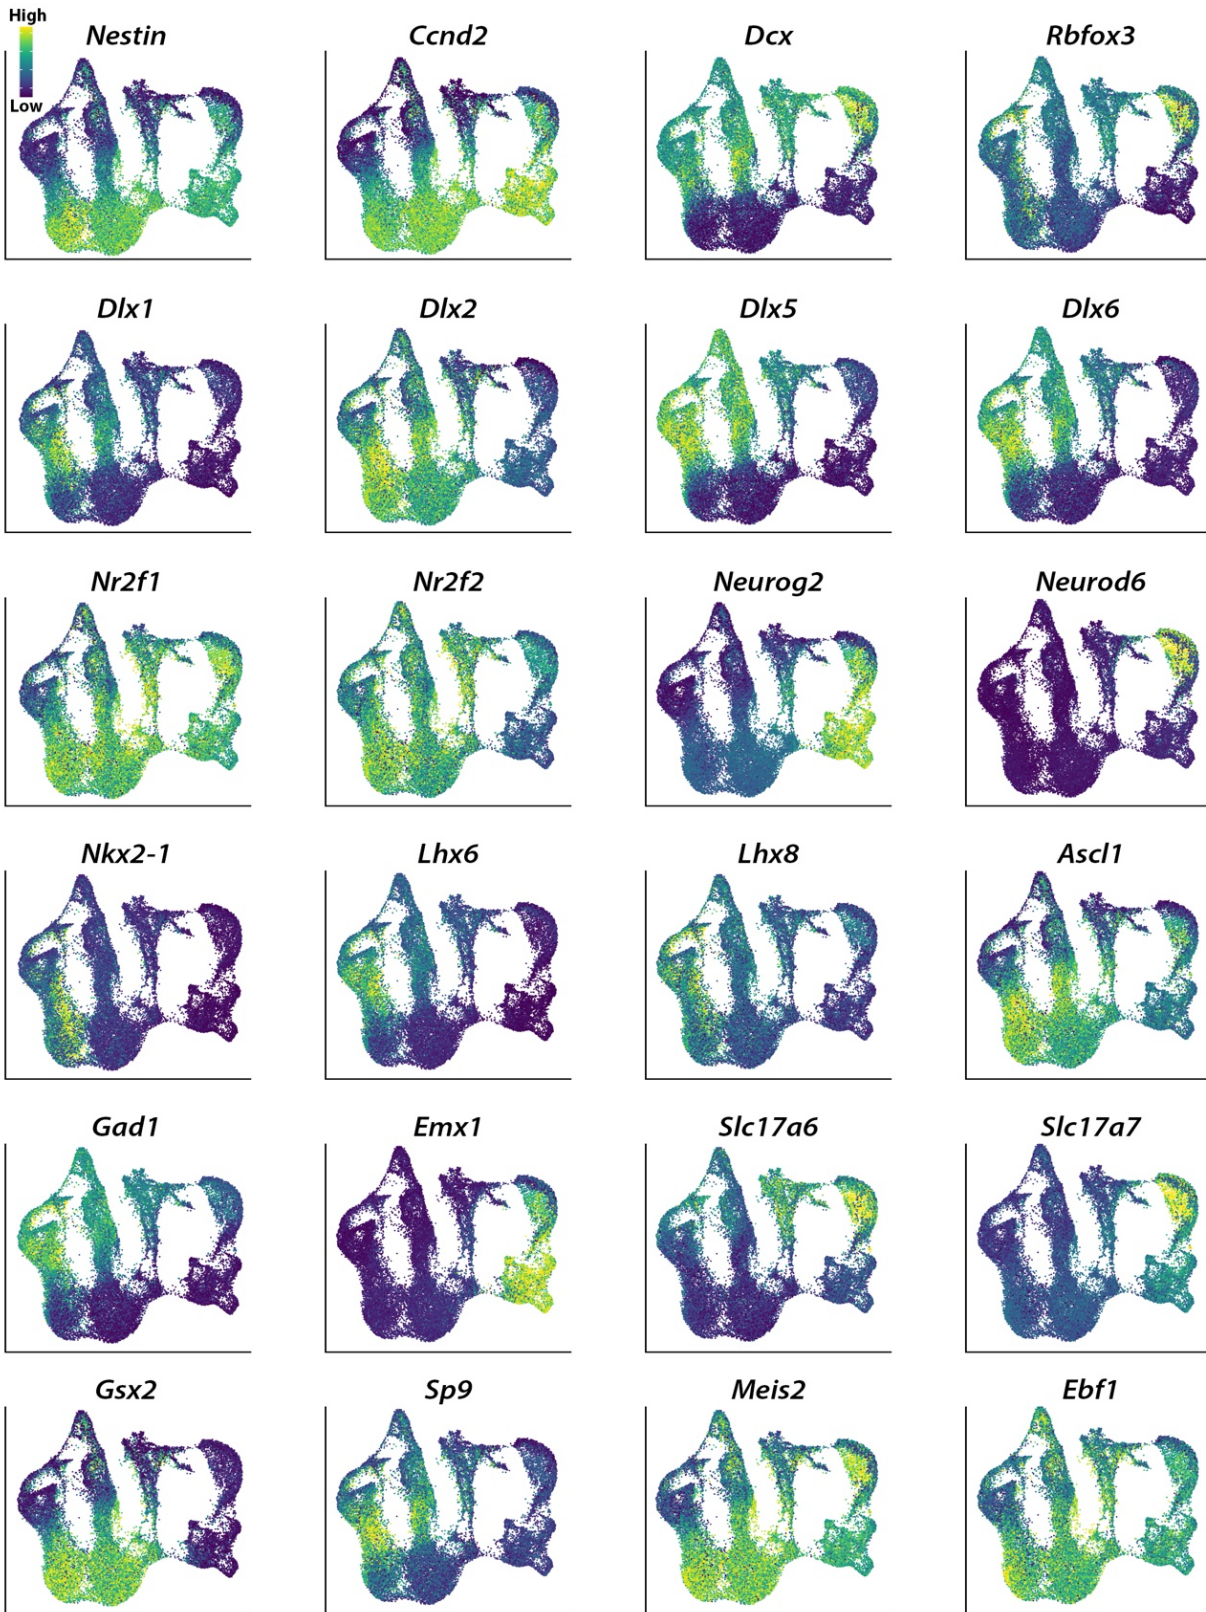

**Supplementary Fig. 2. Visualization of GAS for critical interneuron markers.** UMAP visualization of GAS from snATAC-Seq nuclei for specified genes. Legend depicts normalized read counts.

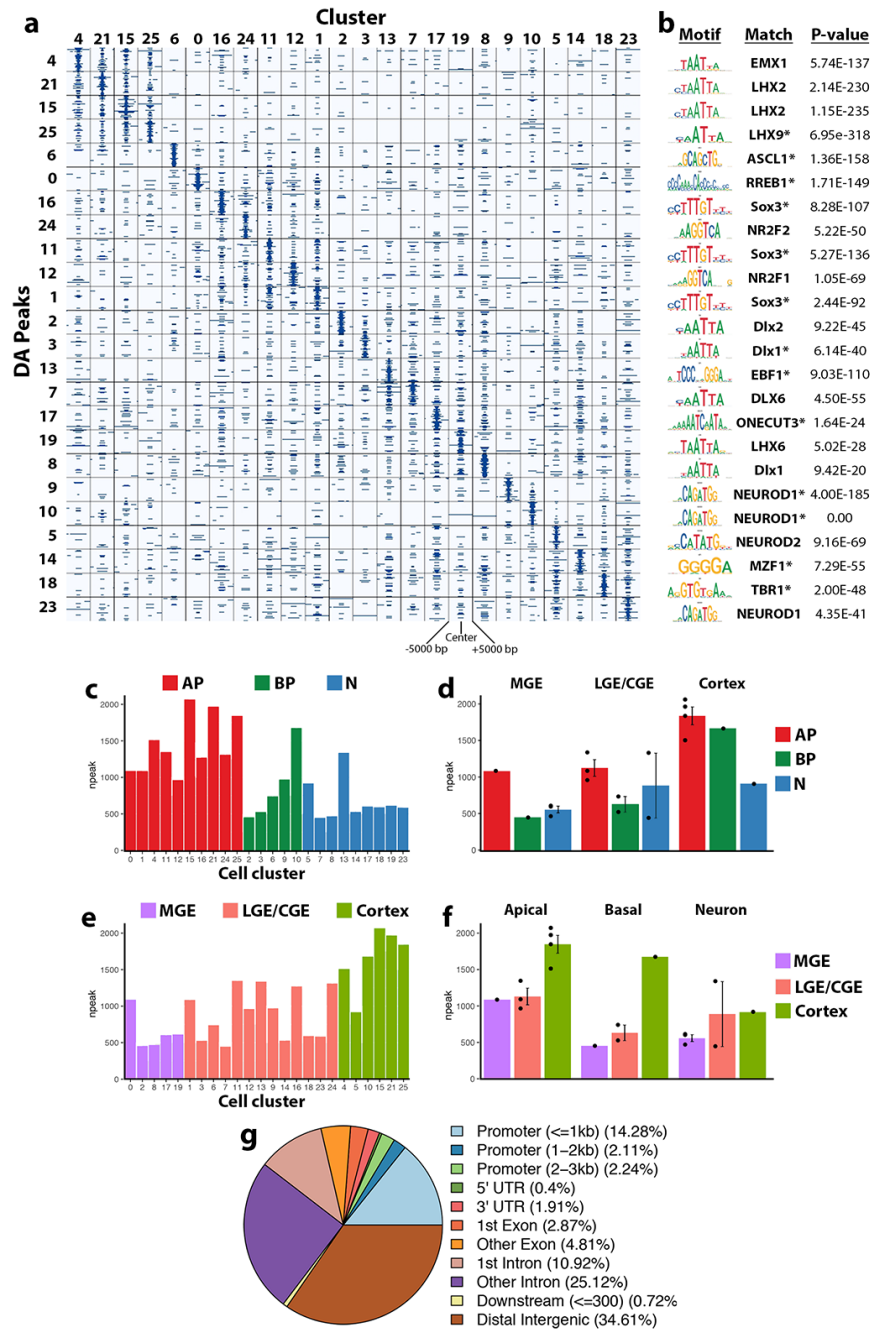

**Supplementary Fig. 3. DA Peaks per cluster and read distribution across gene features.** **a**, Embryonic snATAC-Seq signal plots of DA peaks for each cluster (same cluster order as Fig 2). Signal was binarized to indicate DA peaks from one cluster (column cluster labels) which are detectable in any other cluster (row cluster labels). **b**, For each cluster (rows of the dot plot), motifs representative of lineage and maturation stage, corresponding motif name and P-value are displayed to the right of the dot plot. All motifs are in the top five hits for each cluster, with top hits indicated with an asterisk. **c**, Bar chart of DA peak counts where  $-\log(\text{Fold Change}) > 0$  per SLM cluster colored by neurogenic cell type. **d**, Bar graph of mean DA peak counts where  $-\log(\text{Fold Change}) > 0$  per SLM cluster colored by neurogenic cell type and grouped by tissue. **e**, Bar chart of DA peak counts where  $-\log(\text{Fold Change}) > 0$  per SLM cluster colored by tissue. **f**, Bar chart of mean DA peak counts where  $-\log(\text{Fold Change}) > 0$  per SLM cluster colored by tissue and grouped by neurogenic cell type. **g**, Pie chart of relative enrichment of DA peaks within annotated gene features. For **d** and **f**, the n (number of clusters) in each group is as follows: MGE AP = 1, MGE BP = 1, MGE N = 3, LGE/CGE AP = 3, LGE/CGE BP = 2, LGE/CGE N = 2, Cortex AP = 4, Cortex BP = 1, Cortex N = 1. For groups where n > 1, data are presented as mean values  $\pm$  SEM.

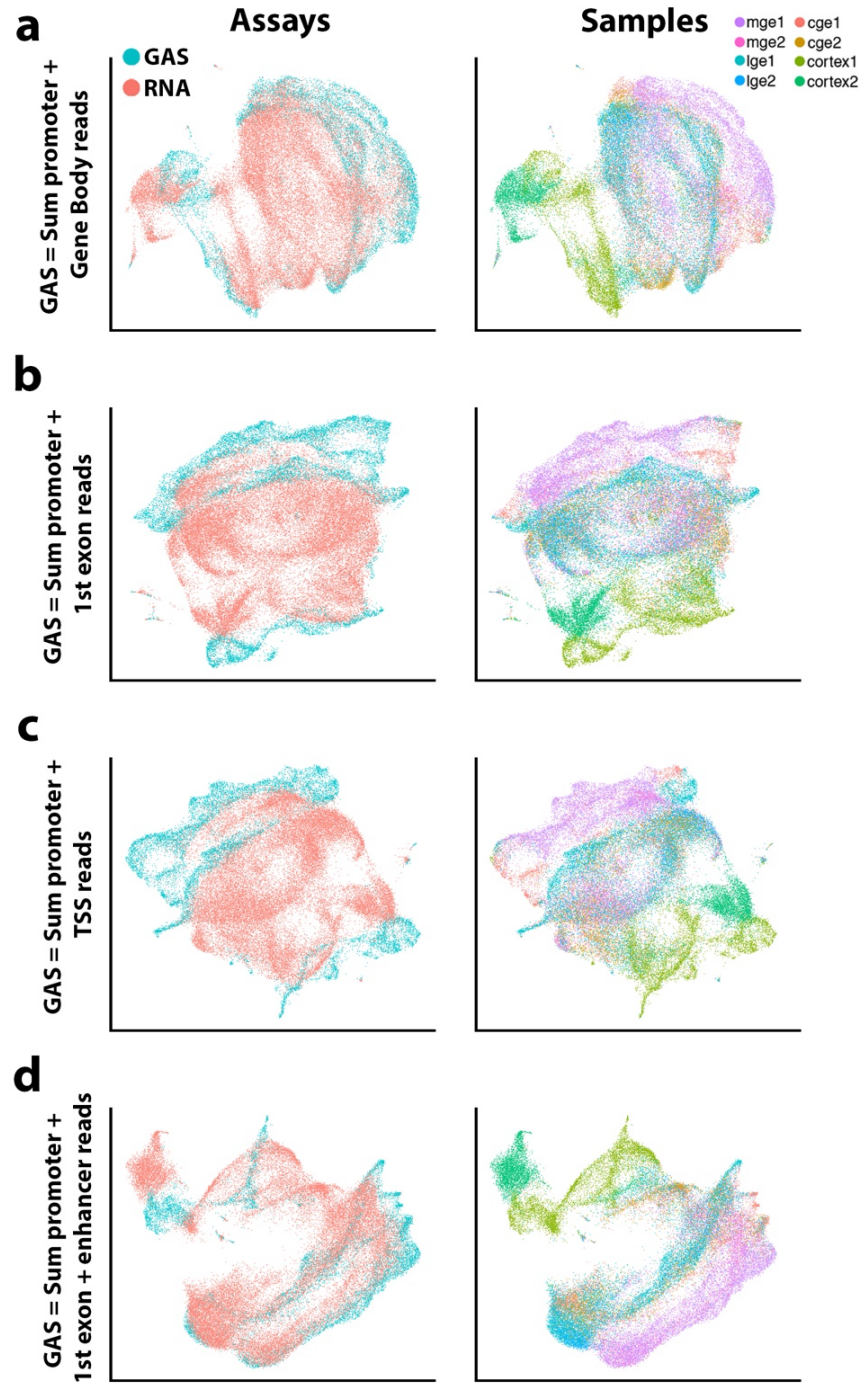

**Supplementary Fig. 4. Gene activity score comparisons.** UMAP visualizations of integrated snATAC-Seq and scRNA-Seq data colored by assay (left) and tissue samples (right). For integration, snATAC-Seq Gene Activity Score (GAS) was quantified using four different strategies: **(a)** quantified peaks within gene promoters (-2000 bp to 0 bp of 5' transcript coordinate) and gene bodies, **(b)** quantified peaks within gene promoters and the first exon of all transcripts, **(c)** quantified peaks within gene promoters only, and **(d)** quantified peaks within promoters, the first exon of all transcripts, and any associated putative enhancers (H3K27ac+ chromatin).

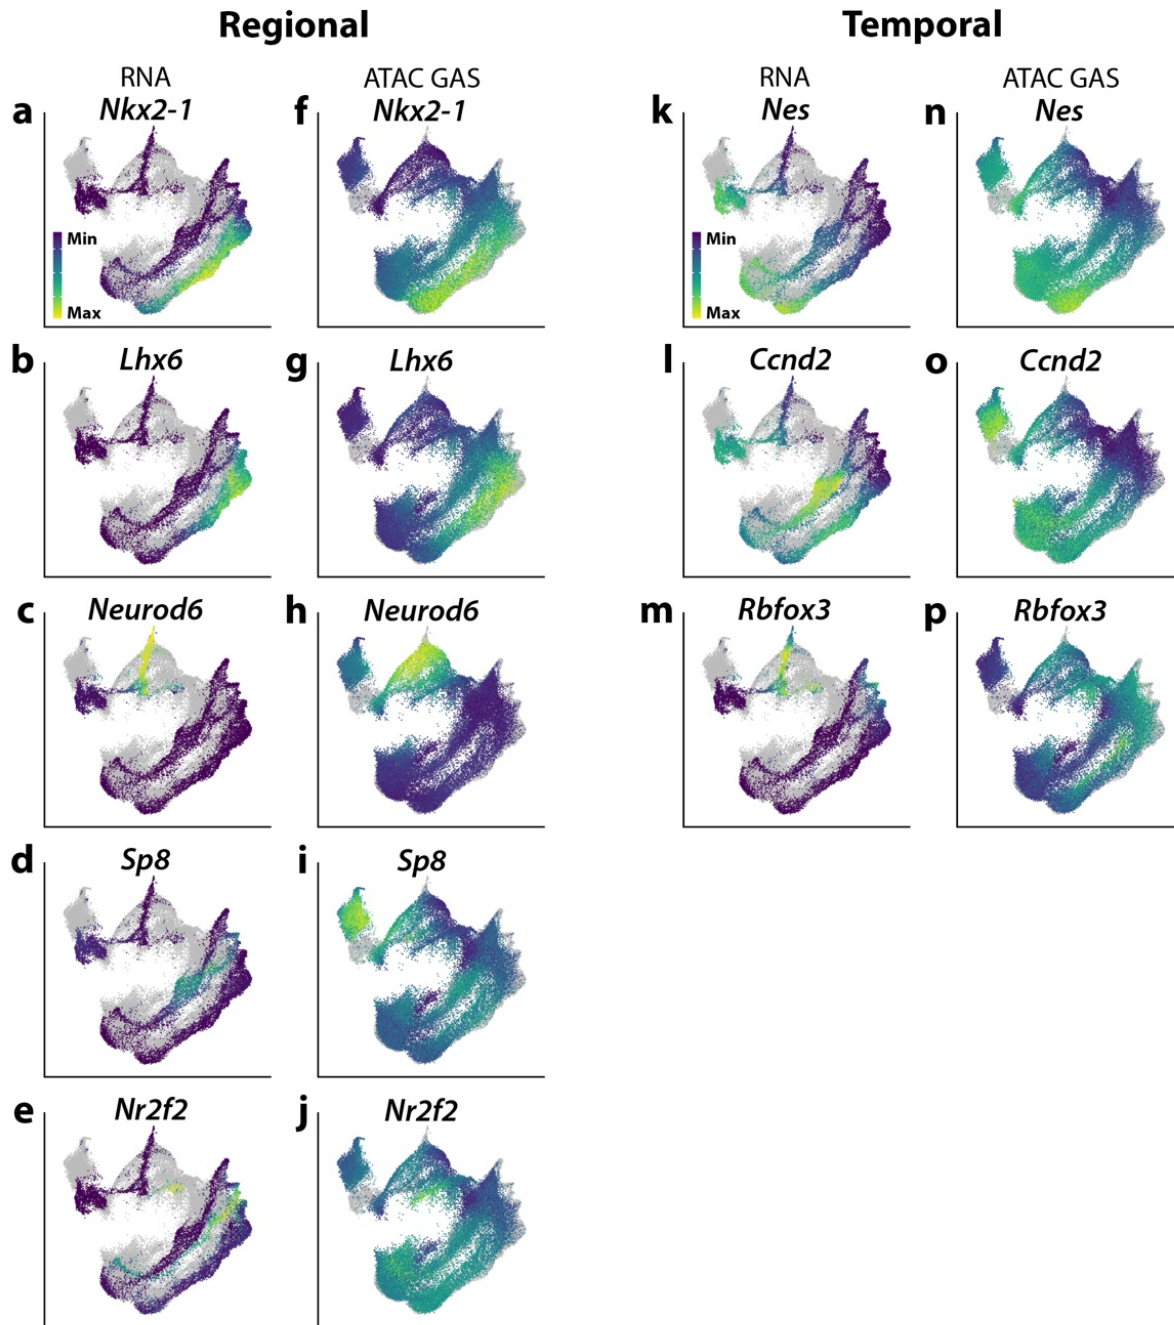

**Supplementary Fig 5. Visualization of RNA counts and GAS following integration.** UMAP visualization of transcript abundance from scRNA-Seq cells (left) and GAS from snATAC-seq nuclei (right) for genes enriched in specific brain regions (a-j) or in distinct neurogenic cell types (k-p).

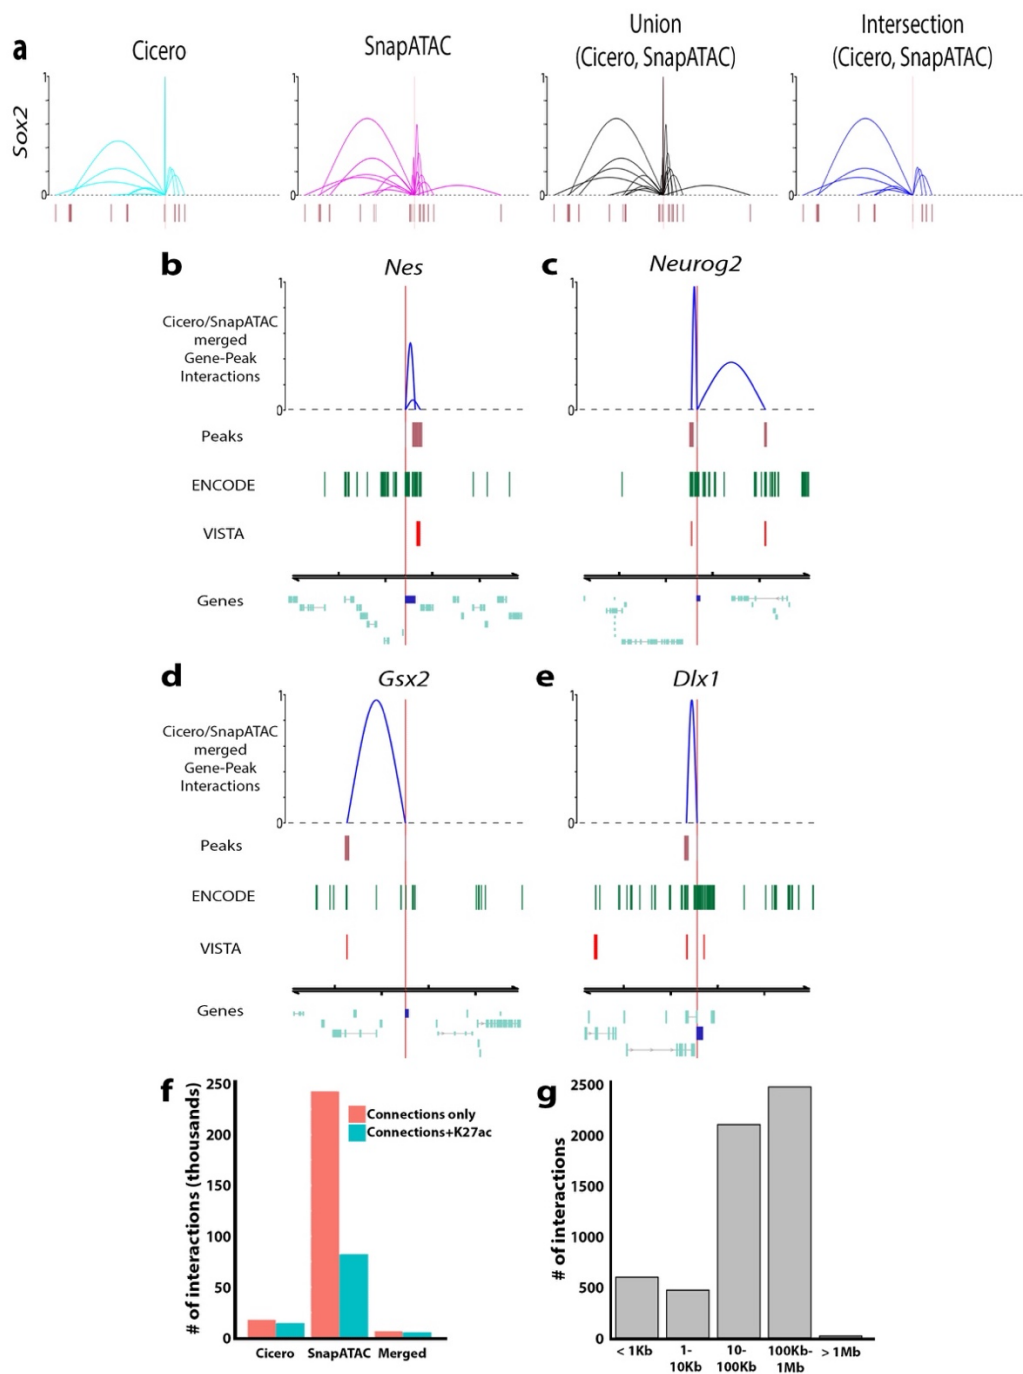

**Supplementary Fig. 6. Characterization of enhancers in embryonic neurogenic tissue.** **a**, Gene-enhancer interactions originating at the *Sox2* locus as defined by Cicero (cyan arcs), SnapATAC (magenta arcs), the combination of Cicero and SnapATAC (black arcs) and the intersection of Cicero and SnapATAC (dark blue arcs, representing high confidence enhancers). High confidence enhancers (“Intersection”) were used for further analyses. Window is 0.5 Mb centered on TSS. Arc height represents interaction score. **b-e**, Visualization of intersection of Cicero and SnapATAC gene-peak interactions for *Nes* (**b**), *Neurog2* (**c**), *Gsx2* (**d**) and *Dlx1* (**e**). Window is 100 Kb, centered on the gene TSS. Peaks: displays co-accessible coordinates, Encode: displays H3K27ac signal from E12.5 forebrain from ENCODE ChIP-Seq data, VISTA: enhancers with positive activity in the forebrain and midbrain from the VISTA Enhancer Browser. **f**, Bar chart depicting the total number of gene-peak interactions detected by Cicero, SnapATAC and high-confidence interactions via the intersection of Cicero and SnapATAC (“merged” label). **g**, Bar chart of the number of gene-peak interactions binned by gene-peak distance for high-confidence gene-peak interactions.

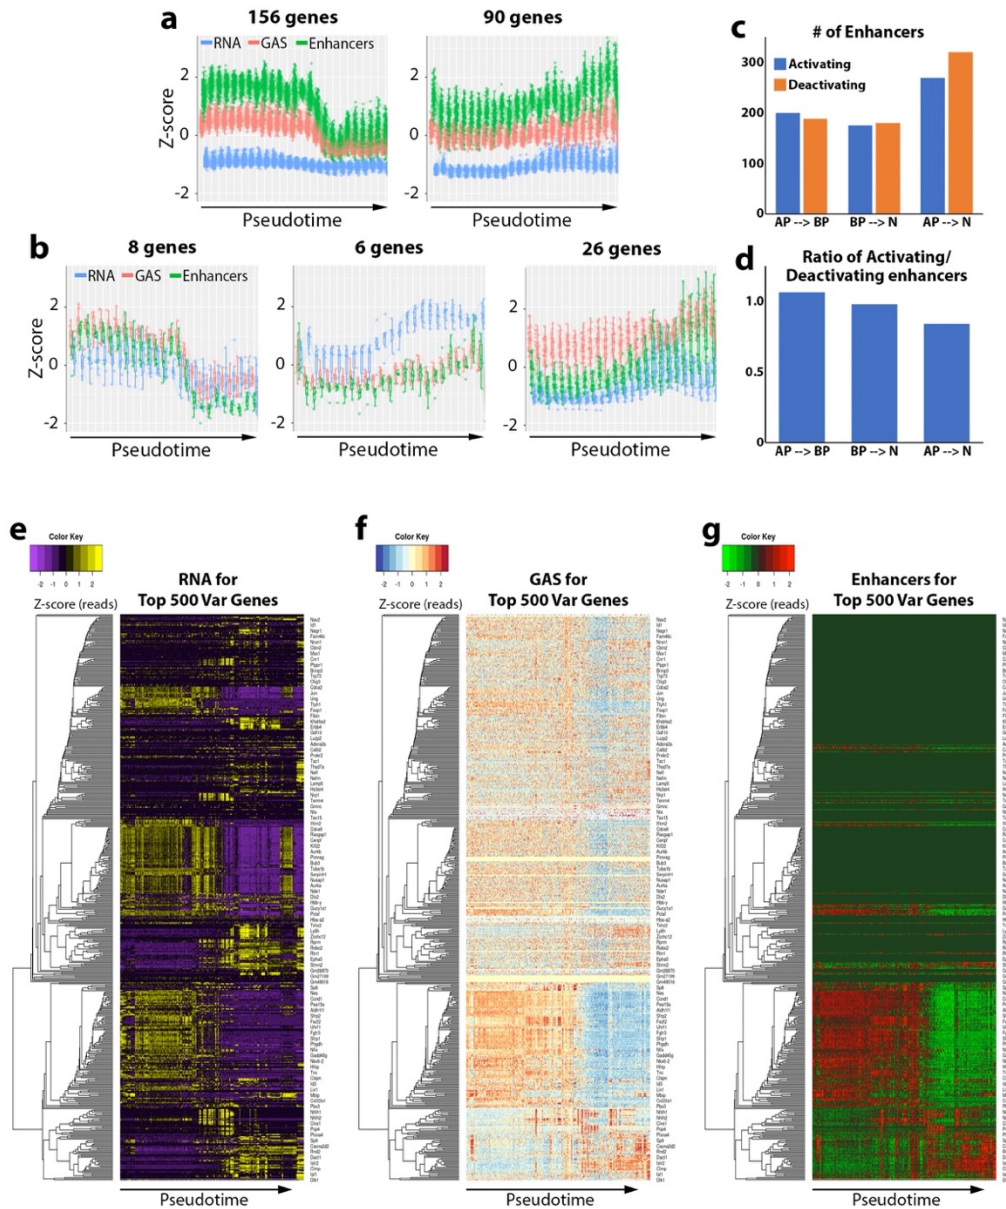

**Supplementary Fig. 7. degPatterns analysis and heatmaps of RNA, GAS and enhancer counts for top 500 highly variable genes.** **a-b**, Line graphs of genes within each cluster detected by degPatterns that contained > 5 genes per cluster using embryonic integrated snATAC-Seq/scRNA-Seq data. Y-axis is Z-score for RNA, GAS, or enhancers counts per gene. X-axis is binned pseudotime periods with origin corresponding to early development and higher pseudotime values corresponding to more differentiated cells. RNA, GAS, or enhancers for each gene in this cluster are plotted individually. The horizontal line in each box represents the median while the bottom and top edges represent the 1<sup>st</sup> and 3<sup>rd</sup> quartiles. The upper and lower whiskers extend from the edges of the box to no further than 1.5x of the inter-quartile range. **c**, Bar graph of change of enhancer usage for all detected H3K27ac+ presumptive enhancers associated with DEGs per state transition: AP to BP, BP to N and AP to N. All detectable H3K27ac+ presumptive enhancers defined as genomic intersection of 1) the genomic union of SnapATAC cREs and Cicero cREs with co-accessibility score >0.25) and 2) E12.5 ENCODE H3K27ac ChIP-Seq peaks. **d**, Bar graph of ratio of enhancer activation versus enhancer deactivation per state transition: AP to BP, BP to N and AP to N. **e-g**, Heatmaps of RNA (**e**), GAS (**f**) and enhancer (**g**) counts for top 500 highly variable genes from scRNA-Seq data and corresponding genes from snATAC-Seq GAS and enhancer matrices. Heatmap columns were ordered by hierarchical clustering with correlation distance and average linkage. Rows were ordered by pseudotime (assigned by Monocle3).

## SUPPLEMENTARY DATA LEGENDS

### **Supplementary Data 1: Differentially accessible peaks per cluster**

List of all differentially accessible peaks in each cell cluster that reached statistical significance. Adjusted p-value  $\leq 0.05$  (column E) based on a logistic regression and Bonferroni multi-test correction.

### **Supplementary Data 2: Differentially accessible motifs per cluster**

List of all transcription factor binding motifs enriched in cluster-specific differentially accessible peaks that reached statistical significance. Adjusted p-value  $\leq 0.05$  (column J) based on the hypergeometric test and Bonferroni multi-test correction.

### **Supplementary Data 3: Differentially accessible motifs filtered by DEGs**

List of top 5 transcription factor binding motifs in cluster-enriched peaks that correspond to differentially accessible promoters, grouped by brain region. Adjusted p-value  $\leq 0.05$  (column J) based on the hypergeometric test and Bonferroni multi-test correction.

### **Supplementary Data 4: Embryonic enhancers predicted by Cicero and SnapATAC**

Combined co-accessibility analysis of Cicero and SnapATAC to determine candidate enhancers for specific genes in E12.5 and E14.5 tissue. Relevant statistics and metrics: Column G, Cicero Coaccessibility Score; Column H, Per gene percentile ranking of Cicero Coaccessibility and SnapATAC  $-\log_{10}(\text{p-value})$  after adjusting to 1-100 scale; Column I, p-value based on a logistic regression; Column J,  $-\log_{10}(\text{p-value})$ ; Column K, bonferonni adjusted p-value.

### **Supplementary Data 5: Presumptive enhancers in the embryonic mouse forebrain**

Combined predicted enhancers from Cicero and SnapATAC analysis (Supplementary Table 4) with ENCODE H3K27ac ChIP-Seq peaks to generate a list of high-confidence 'presumptive' enhancers in both E12.5 and E14.5 tissue. Relevant statistics and metrics: Column G, Cicero Coaccessibility Score; Column H, Per gene percentile ranking of Cicero Coaccessibility and SnapATAC  $-\log_{10}(\text{p-value})$  after adjusting to 1-100 scale; Column I, p-value based on a logistic regression; Column J,  $-\log_{10}(\text{p-value})$ ; Column K, bonferonni adjusted p-value.

### **Supplementary Data 6: Presumptive enhancers intersecting VISTA enhancers**

List of presumptive enhancers that intersected with previously identified candidate enhancers in the VISTA dataset. Relevant statistics and metrics: Column G, Cicero Coaccessibility Score; Column H, Per gene percentile ranking of Cicero Coaccessibility and SnapATAC  $-\log_{10}(\text{p-value})$  after adjusting to 1-100 scale; Column I, p-value based on a logistic regression; Column J,  $-\log_{10}(\text{p-value})$ ; Column K, bonferonni adjusted p-value.

### **Supplementary Data 7: Oligonucleotides used for Capture-C**

List of all oligonucleotides used to capture chromatin interactions as promoters of specific genes.

# Supplementary material for: An epigenome atlas of neural progenitors within the embryonic mouse forebrain
**Source:** Nat Commun. 2022 Jul 20;13:4196. doi: 10.1038/s41467-022-31793-4
**Supplement:** Supplementary file 10 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | R (v4.0.0), Cellranger (v3.0.0), Cellranger-atac (v1.2.0), Seurat (v3.0.0), Signac (v1.0.0), SnapATAC (v1.0.0)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Data analysis   | Monocle3 ( <a href="https://cole-trapnell-lab.github.io/monocle3/">https://cole-trapnell-lab.github.io/monocle3/</a> ), Cicero (v1.9.1), GenomicRanges (v1.42.0), DEGRreport ( <a href="https://github.com/lpantano/DEGRreport">https://github.com/lpantano/DEGRreport</a> ), JASPAR ( <a href="http://jaspar.genereg.net/">http://jaspar.genereg.net/</a> ), chromVAR (v1.12.0), Bioconductor (v3.12), Snaptools (v1.4.1), Harmony ( <a href="https://github.com/immunogenomics/harmony">https://github.com/immunogenomics/harmony</a> ), Capsequm ( <a href="http://capsequm.molbiol.ox.ac.uk/cgi-bin/CapSequm.cgi">capsequm.molbiol.ox.ac.uk/cgi-bin/CapSequm.cgi</a> ), HiC-Pro ( <a href="https://github.com/nservant/HiC-Pro">https://github.com/nservant/HiC-Pro</a> ), higlass ( <a href="https://higlass.io/app">https://higlass.io/app</a> ), IGV (v2.12.2), Adobe Photoshop CC (20.0.9), Adobe Illustrator CC (23.1.1), Microsoft Excel (16.47.1), Python (2.7) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All sequencing data (raw and processed files) generated in this study has been deposited in the Gene Expression Omnibus (GEO) database with the following accession numbers: GSE167047 (snATAC-Seq), GSE167013 (scRNA-Seq), GSE201487 (H3K4me3 CUT&Tag), GSE201488 (H3K27me3 CUT&Tag), GSE201400 (H3K27ac CUT&RUN), GSE201494 (All CUT&Tag and CUT&RUN data), GSE201186 (Hi-C) and GSE201317 (Capture-C). A searchable platform with all single cell accessibility and transcriptomic, CUT&Tag, CUT&Run, Hi-C and Capture-C data can be found on the UCSC Genome Browser:

<https://www.nichd.nih.gov/research/atNICHD/Investigators/petros/epigenome-atlas>.

E12.5 and E14.5 mouse forebrain H3K27ac ChIP-seq data used in this study was obtained from the ENCODE project ([www.encodeproject.org](http://www.encodeproject.org)), accession numbers ENCSR966AIB (E12.5) and ENCSR320EEW (E14.5). VISTA enhancers information was obtained at <http://enhancer.lbl.gov>.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | While no specific sample size calculations were performed prior to experimentation, we did have a goal for the number of cells to sequence. For each timepoint and brain region, we pooled tissue from 4-7 embryos, which was the amount of animals needed based on our preliminary experiments to obtain the desired amount of cells.<br>Most single cell sequencing studies perform anywhere from 1-3 replicates depending on conditions, with each replicate often encompassing several thousand cells. Since this is the first report of scATAC-seq from distinct embryonic brain regions, we wanted a minimum of 5,000 nuclei per brain region from at least 2 replicates. We obtained well over 5,000 nuclei for all samples, which was likely sufficient to identify nearly all different cell types from each region. For the scRNA-seq experiments, there are already several datasets in the literature we could for comparison, as well as unpublished ones from my lab. Thus we were confident that one replicate of > 4,000 cells would be sufficient as long as the data was in agreement with other reports and established gene expression patterns, and our data was in agreement with previous studies and know biology. For the CUT&RUN/CUT&Tag experiments, we used 100,000 nuclei for each replicate as this amount of cells was previously optimized in our hands for these reaction. For Hi-C/Capture-C experiment, we collected 1 million cells/brain region. |
| Data exclusions | Per standard single cell sequencing protocols, cells/nuclei that did not pass stringent QC measurements (% mitochondria reads, sufficient reads/cell, etc.) in the snATAC-seq and scRNA-seq datasets were considered outliers and excluded from analysis (as detailed in Sup figure 1). As stated in the Results section, we removed a 'mixed' cell population for analysis after Figure 2. This this population displayed properties of both GABAergic and glutamatergic neurons and, while a potentially interesting cell population, would have complicated downstream analysis that required a clean cell population from each embryonic region.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Replication     | All replication details are noted in the methods section. The snATAC-seq dataset consisted of two replicates for the E12.5 MGE, LGE, CGE and cortex samples (1 cortex replicate at E12.5 and another at E14.5). The scRNA-seq datasets were one replicate each of the E12.5, CGE, MGE, LGE, cortex. Data points from the 2 replicates were highly similar (Sup fig 1), while the single replicate samples were consistent with published data sets from other labs and/or the well-characterized gene expression patterns in specific developmental ages and/or brain regions. We generated two biological reps from each brain region for the CUT&RUN (H3K27ac), CUT&Tag (H3K4me3, H3K27me3), Hi-C and Capture-C datasets. 

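The H3K4me3 series names 12 libraries: 4 for CGE, 3 for CTX, 3 for MGE and 2 for LGE. Their names carry a replicate number of 1 or 2 and a further number, which was taken as a repeat run of the same replicate because the replicates per region are given above. Lists for single replicates were not used here, so the similarity of the replicates was not measured.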

All attempts at replication were successful.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Randomization   | Randomization was not applicable to tissue harvesting and sample collection because specific tissue regions were harvested from embryonic mice as desired.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Blinding        | Blinding was not relevant to our study since there were no mutant vs. WT comparisons (or similar comparisons where blinding is warranted). Blinding is not necessary for all the computational analysis because all computational analysis was performed in an unbiased manner.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

Rabbit anti-H3K27ac (Abcam, ab4729), Rabbit anti-H3K4me3 (Active Motif, 39159), Rabbit anti-H3K27me3 (Cell Signaling, 9733T),

## Guinea Pig anti-Rabbit (Active Motif 105465)

## Validation

The Active Motif H3K4me3 antibody is 'CUT&Tag validated' per the manufacturer's website (<https://www.activemotif.com/catalog/1319/cut-tag-validated-antibodies>). The Guinea pig anti-rabbit secondary antibody comes with the CUT&Tag IT kit, thus it is validated for CUT&Tag. The Cell Signaling H3K27me3 antibody is CUT&RUN validated per the manufacturer's website (<https://www.cellsignal.co.uk/products/primary-antibodies/tri-methyl-histone-h3-lys27-c36b11-rabbit-mab/9733?N=0+102236+4294956287&Nrpp=200&No=2800&fromPage=plp>). The Abcam H3K27ac antibody is ChIP-grade per the manufacturer's website (<https://www.abcam.com/histone-h3-acetyl-k27-antibody-chip-grade-ab4729.html>), and has been used in many papers for CUT&Tag (e.g., <https://www.sciencedirect.com/science/article/pii/S2666166721008066>).

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

All experimental procedures were conducted in accordance with the National Institutes of Health guidelines and were approved by the Eunice Kennedy Shriver NICHD Animal Care and Use Committee (protocol #20-047). The following mouse lines were used in this study: C57BL/6J (JAX# 000664). For timed matings, noon on the day a vaginal plug was observed was denoted E0.5. For each experimental modality, brain regions from multiple embryos (> 5) was pooled together prior to single cell dissociations. Both male and female embryonic mice were used without bias for all experiments. Housing conditions: 12/12 hour light/dark cycle, humidity between 30-50%, temperature 72 degrees C.

## Wild animals

No wild animals were used in this study.

## Field-collected samples

No field collected samples were used in this study.

## Ethics oversight

All experimental procedures were conducted in accordance with the National Institutes of Health guidelines and were approved by the NICHD Animal Care and Use Committee (ACUC), Animal Study Protocol# 20-047.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

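H3K4me3 was measured by CUT&Tag in 4 regions of the embryonic mouse forebrain at embryonic day 12.5, the MGE, LGE, CGE and CTX, with 2 biological replicates in each. The authors aligned the paired-end reads with Bowtie2 to GRCm38/mm10, removed reads in blacklisted regions, removed PCR duplicates with Picard, merged the replicates, removed duplicates again and called broad peaks with MACS. The paper's text does not name the MACS version, its significance threshold or a control. The deposited lists have 9 columns and no header. The authors' fold enrichment of each peak is a ratio of the merged reads to the background the peak caller estimated, averaged over the peak. The authors' −log10 p and −log10 q come from the same caller and grow with the number of reads, so neither was tested between regions other than as ranks within a list, except under 1 alternative named below. Some peak numbers are missing from each deposited list, and the paper's text does not say why those peaks were left out.

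Each region is represented by 1 list, so values are given without a replicate error. The depth stated in the paper is that of the replicates before merging. The number of reads behind a peak is unknown, and the precision of a peak's edges could not be computed. Shares of genes and of peaks carry Wilson 95% intervals, and shares of Capture-C genes exact Clopper-Pearson 95% intervals. Sample labels were mapped to regions and replicates from the submitters' names and the paper, all 12 libraries could be mapped, and each list was assigned to its region as a pool of that region's replicates.

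Peak number, covered bases, peak widths, the union of the lists (intervals that overlap or touch), Jaccard indices of covered bases for the 6 pairs of regions and overlaps with promoters were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Positions are 1-based. Gene and TSS positions came from GENCODE M21, which has 55450 genes, 21951 of them protein-coding. A promoter was the 2 kb upstream of a TSS and an overlap was at least 1 bp. The design fixed before the data were examined named the annotated TSS without saying which one for genes with several. The reading used, every annotated TSS, was fixed after peaks around gene 5′ ends and Capture-C baits had been seen, and both of those readings are given as alternatives.

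The genes named were fixed before the data were examined. They were 13 genes the paper gives a region for, and also Mbip, Nkx2-9, Pax9, Nes and Dcx. Also fixed were every Capture-C gene with a peak in 1, 2 or 3 of the 4 lists and the 5 widest peaks of each list. The last were the 5 genes per region with the highest fold among those marked in that list alone. The values of 1 of the 13 genes are not reported here, although the counts and tests over the 13 include it. The Capture-C genes without a peak in any list fall outside this rule and were named after their values were seen.

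Whether the most covered region of a gene was one stated for it was tested with a one-sided permutation test over 100000 shuffles of the stated regions among the genes. Overlap with the 135 unique intervals of Supplementary Data 6, the presumptive enhancers that intersect candidate enhancers of the VISTA dataset, was tested against 10000 random shifts of each interval by 50 kb to 1 Mb on its chromosome. The median width of peaks within 2 kb of Capture-C baits was tested against 10000 random draws of as many promoter peaks of the same list. The shift and width tests were one-sided and adjusted over the 4 regions by the Benjamini-Hochberg method, with a threshold of 0.05. The computations were tested on simulated data: interval arithmetic matched a base-by-base count in 200 of 200 runs, the 3 tests gave p under 0.05 in 5, 5 and 12 of 200 runs without an effect, and in 200 of 200 runs with a planted one.

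The alternatives set before the data were examined were a −log10 q of at least 2, equal list sizes of 17284 peaks taken by highest fold (the length of the LGE list, which therefore loses none), autosomes only, joining peaks less than 1 kb apart, a minimum of 50% of a peak or enhancer interval covered, promoters of 1 kb or 2 kb either side of the TSS, protein-coding genes only, windows of 2 and 10 kb around TSSs, baits alone or with 5 kb around them, shifts of 10 to 100 kb, each of the 13 genes left out in turn, and the highest fold of a peak in place of covered bases. The last compares the authors' fold between lists, which have different depths, and is reported only as a planned check. Alternatives chosen after seeing the data were the gene 5′ end only, 5 kb around the span of the Capture-C baits in place of the TSSs, the percentile of a gene's covered bases within its list, a common minimum peak width of 243 bp, a minimum of 500 bp, and 5 kb either side of the TSSs at the Nkx2-1 locus. H3K27ac, H3K27me3, ATAC, expression, Hi-C and Capture-C data were not analysed here, nor were the supplementary tables held only in part.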

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

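Of the tests in this part, the comparison with shifted enhancer intervals and the one on mitochondrial peaks were chosen only after the results were seen. For the tests on peak widths and on RefSeq starts the outcomes were set before, but reading both as undecided was decided after.

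Many H3K4me3 peaks lay more than 2 kb from every annotated TSS, outside the promoters the paper discusses for this mark. There were 9339 such peaks in MGE, 6232 in CTX, 3229 in CGE and 2942 in LGE, or 36.9%, 29.1%, 18.2% and 17.0% of each list. They stood out because the paper compares H3K4me3 with accessibility at promoters only; no control samples were analysed here to compare the numbers with. TSSs missing from the annotation stay open as a source: at most 14.9% of these peaks in any list lay within 2 kb of a RefSeq transcript start, but RefSeq and GENCODE may share most starts, and starts absent from both were not tested. Randomly placed background calls are argued against as the only source by the paper's presumptive enhancers that intersect VISTA enhancers. Of the 124 such intervals far from any TSS, 89 held a far peak in MGE, 57 in LGE, 64 in CGE and 81 in CTX, against 3.14, 1.16, 1.29 and 2.14 on average after shifting (one-sided permutation test with 10000 shifts, Benjamini-Hochberg adjusted p = 0.0001 in each region, the smallest the shifts can give). The shifted intervals were not matched for accessibility, and untargeted insertion of the transposase into open chromatin therefore stays open. The peaks were narrower than those nearer a TSS in 4 of 4 lists, with median widths of 213 against 843 bp in MGE, 605 against 1259 bp in LGE, 620 against 1341 bp in CGE and 263 against 901 bp in CTX. Their median −log10 q was 1.83 in MGE, 4.64 in LGE, 5.48 in CGE and 2.74 in CTX, against 12.9, 52.8, 111 and 16.4 nearer a TSS. These widths describe short and weak calls and do not test where they come from. A candidate explanation is that many are low-level signal at open enhancers. Whether they differ between regions for biological reasons was not tested, because the lists were called at different depths and have no replicates.

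The mitochondrial genome, which the paper does not discuss for this mark and which has no histones, held 4 peaks in MGE, 4 in LGE, 4 in CGE and 3 in CTX. No control samples were analysed here to compare these numbers with. They covered 10257 bases in MGE, 9105 in LGE, 8552 in CGE and 10727 in CTX. Their median fold was 1.97, 1.66, 1.47 and 1.73, which lies at or below the 0.0845 percentile of all peaks of the same list in each region. This is consistent with untargeted reads from abundant DNA without histones, which is a technical explanation found and tested on the same data. No biological explanation was tested.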

How the results depend on the processing

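In this part, the gene 5′ end reading, the bait span of Nr2f2 and of the region-restricted genes, the within-list percentile, the 243-bp and 500-bp minimum widths and the 5 kb window at the Nkx2-1 locus were chosen after the results were seen; the others were set before the data were examined. Of 244 alternative values, 124 kept their direction and their side of the threshold, or moved by less than their interval or by under 1.5 times; 112 moved further, 3 became stronger, 3 weaker and 2 reversed. Covered bases, Jaccard indices and bases at Nr2f2 have no replicate error, so any change in them counts as a move. Leaving out a replicate was not possible with the lists used here, which hold merged replicates. No paired analysis was possible because the replicates were merged before these peaks were called, so no value in the lists belongs to a single replicate. The cause of the changes below was not tested, unless the construction of the alternative shows it.

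The number of peaks in each list stayed within 1.5 times of its value under all alternatives run. Covered bases with a −log10 q of at least 2 were 15.4 Mb in MGE, 21.2 in LGE, 23.2 in CGE and 16.0 in CTX. On autosomes only they were 16.6, 20.8, 22.7 and 16.1 Mb, and with peaks less than 1 kb apart joined 17.8, 21.6, 23.5 and 17.2 Mb. CGE covered the most and LGE the next most in each of these.

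The number of intervals in all 4 lists stayed within 1.5 times. Intervals in the MGE list alone fell from 6562 to 1830 at a −log10 q of at least 2, 1713 at equal list size, 1855 with a common minimum width and 545 with peaks of at least 500 bp. Those in the CTX list alone fell from 3571 to 2001 at equal list size, 1489 with the common minimum width and 530 at 500 bp. Intervals in the LGE list alone rose from 326 to 670 at equal list size, and the common minimum width raised those of CGE from 547 to 823. Counted over peaks with 50% of a peak covered, 634 LGE and 1176 CGE peaks were shared with no other list. MGE stood above CGE under all of these settings but the 500-bp minimum, where CGE had 785.

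LGE and CGE stayed the most similar pair by Jaccard index, and MGE and CTX the next, under each alternative. At a −log10 q of at least 2 they were 0.632 for MGE and LGE, 0.594 for MGE and CGE, 0.722 for MGE and CTX, 0.841 for LGE and CGE, 0.634 for LGE and CTX and 0.595 for CGE and CTX. At equal list size the same pairs had 0.588, 0.562, 0.711, 0.828, 0.599 and 0.570, and with the common minimum width 0.624, 0.590, 0.707, 0.835, 0.631 and 0.594.

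The share of genes with a promoter peak at a −log10 q of at least 2 was 28.2% in MGE and 28.5% in CTX, and the share of peaks at a promoter was 72.1% in MGE, 80.9% in LGE, 79.9% in CGE and 70.7% in CTX. At equal list size the share of genes was 27.2% in MGE and 27.4% in CTX, and that of peaks 72.7% in MGE, 78.9% in CGE and 72.7% in CTX. With promoters of 1 kb either side of the TSS, the share of genes was 30.2% in MGE, 30.3% in LGE and 29.8% in CTX, and that of peaks 59.2% in MGE, 81.2% in LGE, 79.9% in CGE and 67.4% in CTX. With 2 kb either side, the shares in MGE, LGE, CGE and CTX were 32.0%, 31.6%, 31.9% and 31.3% of genes and 63.1%, 83.0%, 81.8% and 70.9% of peaks. For protein-coding genes only they were 59.5%, 60.3%, 60.9% and 58.9% of genes and 52.5%, 74.2%, 73.4% and 60.5% of peaks. With the gene 5′ end only they were 26.1%, 26.7%, 27.4% and 25.8% of genes and 45.8%, 66.1%, 65.8% and 53.1% of peaks. The share of peaks at a promoter was higher in LGE and CGE than in MGE and CTX under each setting.

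The test of the 13 region-restricted genes, with 7 genes and p = 0.0835 (one-sided permutation test), depended on the setting. In the same permutation test, it passed 0.05 with 2 kb either side (8 genes, p = 0.0168) and 10 kb either side (7 genes, p = 0.0247), and with covered bases as a percentile within the list (10 genes, p = 0.00593). It reversed with the highest fold of a peak in the window, where 5 genes were below the shuffled mean (permutation test, p = 0.659). The permutation test did not pass at a −log10 q of at least 2 (7 genes, p = 0.0855), equal list size (5, p = 0.474), the gene 5′ end only (6, p = 0.228) or 5 kb around the bait span (6 of 12 genes, p = 0.185), and the common minimum width left it as it was. With each gene left out in turn, 6 to 7 genes remained with p from 0.0604 to 0.334, the highest without Sp8. Whether it passed therefore depended on the window and the measure.

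Covered bases at Nr2f2 stayed highest in CGE under the alternatives run for them except equal list size, which left 482 in MGE, 0 in CGE and 0 in CTX. Lists are then limited by fold to the length of the LGE list, which loses no peak itself, so that setting does not compare LGE with the other regions at Nr2f2. At a −log10 q of at least 2 they were 3544 in MGE and 1878 in CTX. With 2 kb either side they were 1967 in MGE, 4484 in LGE, 9273 in CGE and 1741 in CTX, and with 10 kb either side 4224 in MGE and 13796 in CGE. With the gene 5′ end only they were 890, 524, 4401 and 504, and within 5 kb of the span of the Capture-C baits 1967, 4484, 6329 and 1741. In the narrower window of 2 kb around the baits, used for the Capture-C genes, LGE had 2514 bases and CGE 2109. At the Nkx2-1 locus, the number of the 4 genes with a promoter peak in CGE fell from 4 to 2 with the gene 5′ end only. Capture-C genes with a peak fell from 44 to 23 in MGE and from 38 to 26 in CTX at equal list size, and to 37 in MGE, 39 in LGE and 26 in CTX with baits alone.

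Overlap with the presumptive enhancers intersecting VISTA enhancers passed its threshold in every region at a −log10 q of at least 2, at equal list size and with nearer shifts. With 50% of the enhancer interval covered, it no longer did in MGE (1 interval, adjusted p = 0.448), LGE (1, adjusted p = 0.579) and CTX (1, adjusted p = 0.448), and still did in CGE (5, adjusted p = 0.0172); the adjusted p over the other alternatives was 0.0001 in each region (one-sided permutation tests). The median width of CTX peaks at Capture-C promoters reversed at equal list size, to 1307 bp with 969 bp in random draws (adjusted p = 0.00147, one-sided permutation test); its adjusted p ranged from 0.00147 to 1 over the alternatives. Depth limits these results, since the lists come from different numbers of reads and a peak missing from a list of lower stated depth, such as MGE, could lie just under its threshold; MGE kept a peak at 23 Capture-C genes at equal list size.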

Differences from the paper's values

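No test in this part was chosen for a difference from the paper; the gene 5′ end reading, the bait span and the within-list percentile were chosen after the values were seen.

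The paper's value of about 50 Capture-C genes compares with 51 genes that have baits in Supplementary Data 7, and no value stated in the paper for a measure computed here differed by more than 1.5 times.

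The paper states that H3K4me3 at Nr2f2 is restricted to the CGE. All 4 lists have peaks within 5 kb of its TSSs, covering 12460 bases in CGE, 5401 in LGE, 3700 in MGE and 2208 in CTX. None of the alternatives, whether set before the data were examined or after, left peaks in CGE only; at equal list size, which removes no LGE peak, peaks were left in LGE and MGE and none in CGE. Fig. 6a shows the strongest signal in the CGE, which is also the most covered region here within 5 kb of the TSSs, but not within 2 kb of the Capture-C baits, where LGE had 2514 covered bases and CGE 2109.

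The paper names Nkx2-1 as MGE-restricted. Its covered bases were 3804 in CGE, 3262 in MGE and 2934 in LGE, with none in CTX. MGE was the most covered region with 10 kb either side and the highest with the fold of the strongest peak, both set before the data were examined, and also by percentile within the list, chosen after seeing the values. Upstream of the gene 5′ end only, a reading also chosen after seeing the values, only MGE had a peak. The CGE peak stopped just short of that window, at 56536827 against a 5′ end at 56536908.

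The paper names Emx1 as cortex-restricted. All 4 lists have a peak there, and its covered bases were 3453 in CGE, 3337 in LGE, 2969 in CTX and 495 in MGE. The MGE peak had a −log10 q of 1.72, below the stricter minimum of 2. CTX was the most covered with 2 kb either side, set before the data were examined, and by percentile within the list, chosen after seeing the values.

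For Lhx6, stated for the MGE, CGE was the most covered region with 5920 bases against 3057 in MGE. For Lhx2, stated for the cortex, it was CGE with 9024 bases against 8277 in CTX. For Neurod2 and Neurod6, both stated for the cortex, it was CGE with 2552 bases against 1894 in CTX, and LGE with 1132 bases against 242 in CTX. Among settings chosen after seeing the values, Lhx2 was most covered in CTX with the gene 5′ end only, the bait span and the percentile within the list, and Neurod2 with the percentile. No setting gave the stated region for Lhx6 or Neurod6. For these genes, Nkx2-1 and Emx1, the paper states no covered bases of H3K4me3, so unlike measures stand side by side. Mean peak width was 1322 bp in CGE and 1250 bp in LGE, against 676 bp in MGE and 778 bp in CTX. Covered bases are therefore not a like measure between the lists either.

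The paper describes histone modifications at Mbip, Nkx2-9 and Pax9 as similar between the regions. H3K4me3 peaks at the Mbip promoter were present in every region, whereas Nkx2-9 had a promoter peak of 312 bp in LGE and 2486 bp in CGE and none in MGE or CTX, and Pax9 one of 165 bp in MGE and 395 bp in CGE and none in LGE or CTX. Among the readings chosen after seeing the values, 5 kb either side of the TSS gave Nkx2-9 a 675-bp peak in MGE as well, which leaves CTX as the only region without one, and with the gene 5′ end only Pax9 had a promoter peak in no region. H3K27ac and H3K27me3 were not analysed here.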

Other observations

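Of the tests in this part, those on short peaks alone, on sequencing depth and on the rank of promoters by q were chosen only after the results were seen, as were the bootstrap over genes and the comparison of Nr2f2 with 200 genes. For the tests on promoter gene sets without width and on the percentile of Nr2f2 the outcomes were set before, but reading both as undecided was decided after.

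The 4 lists formed 29785 union intervals, of which 14826 (49.8%) held a peak from every region, 1675 from 3, 2278 from 2 and 11006 from 1. Intervals in a single list came mostly from MGE (6562) and CTX (3571), with 547 from CGE and 326 from LGE. Peaks shorter than nearly all those in the LGE and CGE lists are not enough as an explanation: with peaks under 243 bp removed from every list, 1855 intervals were in MGE alone and 1489 in CTX alone, against 823 in CGE alone. Removing peaks with a −log10 q below 2 as well left 760 in MGE alone, 825 in CGE, 420 in LGE and 1194 in CTX. Short and weak peaks together may thus make up the excess of MGE over CGE. MGE still stood above LGE, and CTX above both LGE and CGE. A stricter filter on width alone, peaks of at least 500 bp, left 545 in MGE alone and 530 in CTX alone. CGE alone then held 785 and LGE alone 370. Short peaks in a wider sense may therefore account for the excess of MGE and CTX over CGE. That over LGE became smaller but remained. More reads are argued against as the source, since the CGE list, with the highest stated depth, has 17752 peaks against 25339 in MGE, which has the lowest of the 3 regions whose depth can be read. Whether fewer reads break the signal into shorter peaks was not tested. The narrowest peaks divide the lists likewise: 114 bp in MGE, 122 bp in CTX, 243 bp in LGE and 242 bp in CGE. Peak calling that differed between the lists was not tested and stays open. A difference between the tissues stays open beside it as a biological explanation.

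By Jaccard index of covered bases, LGE and CGE were the most similar pair at 0.834, also on each of the 20 chromosomes compared. The next pair was MGE and CTX at 0.672, ahead of LGE and CTX at 0.624, MGE and LGE at 0.607, CGE and CTX at 0.589 and MGE and CGE at 0.577. Peak width set by the calling may account for MGE standing closer to CTX than to LGE. In a measure without width, the Jaccard index of protein-coding genes with any promoter peak, MGE and CTX differed from MGE and LGE by 8.72e-05, with a 95% bootstrap interval over 1000 draws of genes from −0.00398 to 0.00414. The prediction for this explanation was a difference at or below 0, which the value missed by that amount, and the interval was added after the value was seen; the explanation and its absence cannot be told apart with these lists. Rank of promoters by q does not settle it either. Among the top 10000 genes by −log10 q, MGE shared more genes with CTX than with LGE by 0.0456 in Jaccard index, among the top 8000 by 0.115 and among the top 11000 by 0.0198, and the rank could follow depth or biology. Across the 12428 protein-coding genes with a promoter peak in every list, Spearman's rho of −log10 q was 0.946 for MGE and CTX, 0.767 for MGE and LGE and 0.961 for LGE and CGE; these are correlations across genes, which are not independent replicates. The lists thus pair as MGE with CTX and LGE with CGE in width, rank and shared bases, which is not the pairing of the 3 ganglionic eminences against the cortex. The paper's text names no batch for these libraries.

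Supplementary Data 6 gives the subset of the paper's presumptive enhancers that intersect VISTA enhancers; the full list of presumptive enhancers was not analysed here. Of the 135 intervals in this subset, 94 shared at least 1 bp with an H3K4me3 peak in MGE, 89 in CTX, 69 in CGE and 62 in LGE. Random shifts gave 8.65, 7.42, 7.01 and 6.71 intervals on average (one-sided permutation test, Benjamini-Hochberg adjusted p = 0.0001 in each region, the smallest the shifts can give). Only 11 of the intervals lie near a TSS. Few were broadly covered: 50% or more of the interval was under peaks for 5 intervals in CGE and 1 in each other region. The paper does not report H3K4me3 at these intervals, and no explanation of the overlap was tested beyond that of the peaks far from TSSs above.

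Peaks at Capture-C promoters were wider than other promoter peaks in LGE and CGE and not in MGE or CTX. Their median width was 2202 bp in LGE against 1279 bp in random draws and 2500 bp in CGE against 1361 bp (one-sided permutation test, Benjamini-Hochberg adjusted p = 0.0002 in both, from the smallest p the draws can give). In MGE it was 814 against 892 bp and in CTX 747 against 944 bp (same permutation test, adjusted p = 0.997 in both). The difference between the regions itself was not tested. The medians were taken over 74 peaks at 44 genes in MGE and 61 at 38 in CTX. In LGE and in CGE they were taken over 54 peaks at 46 genes. A gene whose signal is split counts more than once, with shorter peaks, and near peaks were not joined for this test. Split signal in MGE and CTX therefore stays open as a reason. Equal list size reversed the CTX result, with 1307 bp, which suggests that short peaks of low fold lower the median there; fewer genes keep a peak under that setting, so a change in which genes are counted stays open.

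Among the 5 widest peaks of each list, the first in CGE was 8054 bp wide at Islr and Islr2, followed by Nr2f2, Sox1, Lhx9 and Lhx2, and in LGE the first was 6718 bp wide at Sox1, followed by Bahcc1, Prdm16, Mn1 and Lhx2. In MGE the widest peak, 4720 bp, was mitochondrial, as were 2 of the 5 widest in CTX. Mex3b, Mxi1 and Patz1 were among the 5 widest in both MGE and CTX.

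Nr2f2 was the second most covered protein-coding gene of the CGE list. Its percentile among protein-coding genes was higher in CGE than in LGE by 0.301 points, or 1 gene more covered in CGE against 67 in LGE; this lies near the top of the scale and has no spread to compare it with, so it leaves generally wider peaks of the CGE list open. Wider CGE peaks at genes covered like Nr2f2 in the LGE list were tested with the 200 protein-coding genes nearest to it in LGE, which had 4252 to 6507 covered bases there. The ratio of CGE to LGE covered bases was 2.31 for Nr2f2, and 0 of the 200 genes reached it, with a median of 1.03 and a highest value of 1.95. The genes were not matched for window length. Nr2f2 has spread TSSs, so its window ran from 70350237 to 70371735. A gene with 1 TSS has only 5 kb either side to cover, which limits the ratio it can reach. The count therefore cannot decide whether a widening shared by such genes is the cause. The rank of Nr2f2 by covered bases has the same limit. The comparison rests on 1 gene and 1 window, depth was not tested and no list of single replicates was analysed here, so a regional difference remains a hypothesis.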
